# Identification of a complex genetic network underlying *Saccharomyces cerevisiae* colony morphology

**DOI:** 10.1111/j.1365-2958.2012.08192.x

**Published:** 2012-09-13

**Authors:** Karin Voordeckers, Dries De Maeyer, Elisa Zande, Marcelo D Vinces, Wim Meert, Lore Cloots, Owen Ryan, Kathleen Marchal, Kevin J Verstrepen

## Abstract

When grown on solid substrates, different microorganisms often form colonies with very specific morphologies. Whereas the pioneers of microbiology often used colony morphology to discriminate between species and strains, the phenomenon has not received much attention recently. In this study, we use a genome-wide assay in the model yeast *Saccharomyces cerevisiae* to identify all genes that affect colony morphology. We show that several major signalling cascades, including the MAPK, TORC, SNF1 and RIM101 pathways play a role, indicating that morphological changes are a reaction to changing environments. Other genes that affect colony morphology are involved in protein sorting and epigenetic regulation. Interestingly, the screen reveals only few genes that are likely to play a direct role in establishing colony morphology, with one notable example being *FLO11*, a gene encoding a cell-surface adhesin that has already been implicated in colony morphology, biofilm formation, and invasive and pseudohyphal growth. Using a series of modified promoters for fine-tuning *FLO11* expression, we confirm the central role of Flo11 and show that differences in *FLO11* expression result in distinct colony morphologies. Together, our results provide a first comprehensive look at the complex genetic network that underlies the diversity in the morphologies of yeast colonies.

## Introduction

Long before genetic fingerprinting, brewers and bakers used differences in the morphologies of microbial colonies to discriminate between different strains of the common brewer's yeast *Saccharomyces cerevisiae*. Early reports from the Carlsberg research labs, first by Hansen in the 1890s, and later by Winge in the 1930s, show how differences in colony shape were used to discriminate different yeasts (Spencer and Spencer, 1997). Later, the same strategy was adopted by beer brewers, who used colony morphology to monitor the purity and identity of their yeast (Hall, 1971).

The enormous diversity in colony morphologies is both puzzling and intriguing. However, surprisingly little is known about the physiological and genetic principles that underlie colony formation and morphology. This is at least partly due to the common practice of studying planktonic cells in liquid culture rather than more heterogeneous colonies on solid substrates. Moreover, much of today's research is carried out with domesticated mutants that have lost the ability to form distinct colony morphologies (Mortimer and Johnston, 1986; Liu *et al*., 1996).

Recently, however, there is a renewed interest in the behaviour of feral yeasts on solid substrates. These studies revealed that yeast colonies are true multicellular communities that show a remarkable degree of differential gene expression and morphology that resembles to some degree cellular differentiation in higher multicellular organisms (Honigberg, 2011). Cellular differentiation into spores, for example, has been observed within specific regions of yeast colonies (Ohkuni *et al*., 1998; Piccirillo and Honigberg, 2010). Other studies have reported apoptosis, along with differential gene expression (Frohlich and Madeo, 2000; Minarikova *et al*., 2001), intercellular signalling (Palkova *et al*., 1997), changes in metabolism (Vachova *et al*., 2009a) and spatial organization (Varon and Choder, 2000; Scherz *et al*., 2001) in yeast colonies, indicating a higher level specialization and communication during growth on solid substrates. One particular gene, *FLO11*, which encodes a large cell-surface protein, has been identified as one of the key players in colony development (Granek and Magwene, 2010; Vachova *et al*., 2011). Interestingly, apart from being crucial for proper development of colony morphology, *FLO11* also confers adhesion of the colony to the substrate. Moreover, in nutrient-poor conditions expression of *FLO11* is necessary, but not sufficient, for the formation of pseudohyphae, which are chains of elongated cells at the edge of the colony (Gimeno *et al*., 1992; Lo and Dranginis, 1996). When yeast cells are grown on semi-solid substrates, *FLO11* is required for the formation of large, thin biofilm-like structures called ‘mats’ (Reynolds and Fink, 2001; Reynolds, 2006; Reynolds *et al*., 2008).

*FLO11* encodes a large mucin-like cell surface protein that shows homology to other *S. cerevisiae* adhesin genes, such as *FLO1*, *FLO5*, *FLO9* and *FLO10*. All Flo proteins share a common structure composed of three domains. A C-terminal glycosylphosphatidylinositol (GPI)-anchor domain allows temporary anchoring of the protein in the cell membrane. A central domain contains serine and threonine-rich tandem repeats (Verstrepen *et al*., 2005; Gemayel *et al*., 2010). Variation in repeat number in the central domain allows for changes in *FLO11*-mediated phenotypes (Verstrepen *et al*., 2005; Fidalgo *et al*., 2008). The N-terminal domain of Flo11, however, differs from that of the other Flo proteins. Flo1, Flo5, Flo9 and Flo10 contain a lectin-like binding pocket that selectively binds specific sugar residues present on the surface of other cells. This structure is absent in Flo11 and this difference explains why Flo11 does not confer cell–cell adhesion (Verstrepen and Klis, 2006; Van Mulders *et al*., 2009; Veelders *et al*., 2010; Goossens *et al*., 2011). Instead, the presence of the long, variable central Flo11 domain seemingly increases the hydrophobicity of the yeast cell wall and increases adhesion to abiotic surfaces and substrates. A recent study shows that Flo11 proteins can even be shed from the cells, forming a extracellular layer of a mucus-like substance that may facilitate sliding motility (Karunanithi *et al*., 2010).

The regulation of *FLO11* is remarkably complex. The long (3 kb) promoter of *FLO11* integrates inputs from several signalling pathways, including the MAPK and RAS-cAMP-PKA pathways, which tune *FLO11* expression in response to environmental changes (Lambrechts *et al*., 1996; Rupp *et al*., 1999; Bruckner and Mosch, 2011; Granek *et al*., 2011). A second regulatory layer employs non-coding RNAs, which yield a toggle-like bimodal expression (Bumgarner *et al*., 2009). Furthermore, *FLO11* is also regulated by changes in the chromatin state, which makes the expression state epigenetically heritable from mother to daughter cells (Halme *et al*., 2004; Octavio *et al*., 2009).

Though previous studies have shown the enormous complexity underlying yeast colony morphology and physiology, they were not systematic. In those studies, relatively few genes were directly linked to colony morphology, and they do not represent a comprehensive view of the genetic network underlying colony formation. In this study, we performed a genome-wide screen to identify all non-essential genes that affect colony morphology in the Sigma 1278b strain. Our results reveal an extremely complex genetic network, involving multiple signalling pathways, including MAPK and cAMP-PKA, the HOG pathway, the TORC1 pathway, and the entire RIM101 pathway. The network derived from this work reveals the importance of endocytosis, protein sorting and actin modification in determining colony morphology. It also indicates that tRNA acetylation could be important in the induction of an altered morphology. Moreover, our screen confirms *FLO11* as one of few effector genes that play a direct, functional role in establishing colony morphology. To further investigate the role of *FLO11*, we investigated the effects of *FLO11* expression on morphology. We show that *FLO11* expression is uniform within colonies, and that differences in overall *FLO11* expression levels are directly linked to differences in colony morphology. Lastly, we compare the gene expression profile of a wrinkly strain to that of a smooth *flo11*Δ mutant. The results show that disruption of colony morphology results in relatively few pronounced changes in gene expression, with a few notable exceptions, including genes involved in respiration and genes encoding cell surface proteins.

## Results

### Colony morphology is influenced by growth conditions

The most commonly used yeast research strain S288c does not show a pronounced colony morphology, presumably because it was specifically selected not to show cell–cell and cell-surface adhesion (Mortimer and Johnston, 1986). Hence, to study colony morphology, we first investigated the morphologies of various other yeast strains under several different conditions. More specifically, we grew the strains SK1, Sigma 1278b and EM93 (the feral progenitor of S288c) in different temperatures, agar concentrations, pH, carbon and nitrogen sources. The results indicate that each of these strains showed remarkably complex, strain-specific morphologies that were influenced by the environmental conditions. Notably, media with glucose repressed wrinkled morphologies, while media containing other carbon sources, such as sucrose, promoted wrinkliness (Fig. 1). Similarly, varying agar concentrations in the medium also influenced the observed colony morphologies, with low concentrations resulting in flat, biofilm-like mats. Gradual increases in agar concentrations led to a gradual reduction in the surface area of the mats and caused a gradual transition from mats to small colonies with a reduced circumference but increased height (distance from the surface of the substrate to the top of the colony) (Fig. S1).

**Fig. 1:**
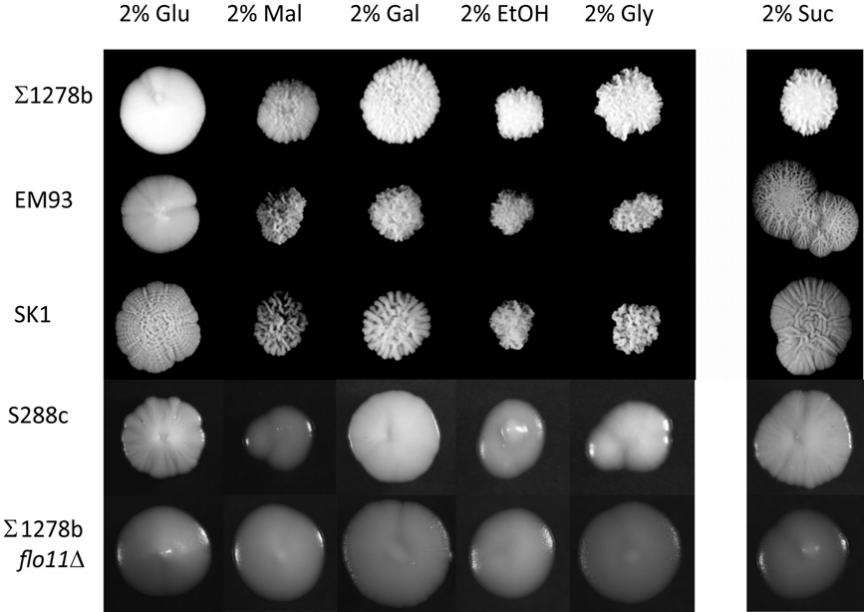
Yeast colony morphology depends on strain background and environment. Different media confer different morphologies in the same background and different strains yield different morphologies in the same media. Strains were grown in media with different carbon sources as described in *Experimental procedures*. Glu, glucose; Mal, maltose; Gal, galactose; EtOH, ethanol; Gly, glycerol; Suc, sucrose.

### Colony morphology is regulated by a complex genetic network

Colony morphology is influenced by several environmental parameters, as shown in Fig. 1 and Fig. S1 for example. Some of these factors, such as the concentration of agar, may influence colony morphology by changing the physical and chemical properties of the substrate (e.g. surface tension, surface hydrophobicity etc … ). Other parameters, such as carbon source, likely act, at least in part, by changing the physiology of the yeast. Because of these multiple parameters, we hypothesized that colony morphology is likely regulated by several complex physiological processes involving many gene products.

To investigate the genetic network involved in regulating colony morphology, we examined the morphology of a set of 4156 mutants in the Sigma 1278b background, each carrying a deletion of one non-essential gene (Dowell *et al*., 2010). The morphology of each mutant was evaluated in conditions that promote the formation of complex colony morphologies (YP sucrose plates with 2% agar incubated at 30°C; see above and Fig. 1). Colonies were categorized for several criteria, including wrinkliness, size and shape (Fig. S2). Comparing the morphology of the deletion collection with the Sigma 1278b wild type, the screen identified a total of 211 gene deletions that affect morphology (52 result in smooth colonies, 159 reduce the wrinkliness) and 268 gene deletions that affect the size.

Next, we used a physical interaction network to identify processes that regulate colony morphology. The 211 genes associated with altered colony morphology could be mapped onto our network (Table S1, all smooth and semi-smooth genes, minus putative proteins and dubious open reading frames). To visualize which processes and pathways play a role in colony morphology, we performed gene ontology (GO), protein complex and pathway enrichments (Tables S2 and S3, Figs S3 and S4, and File S1). The results of these analyses were mapped onto the physical interaction network to visualize the associated biological functions and processes. Figure 2 shows a simplified version of this analysis. An uncondensed version of this figure and an interactive version are available at http://homes.esat.kuleuven.be/~kmarchal/Supplementary_Information_DeMaeyer_2012_2013/yeastcolonymorphology/). The resulting network confirms previous findings that the MAPK and the RIM101 pathways play a role in colony morphology by regulating *FLO11* expression. However, our screen identifies many more genes, and several cellular processes that affect colony morphology, including chromatin modification complexes, endocytic proteins and tRNA modifying proteins.

**Fig. 2:**
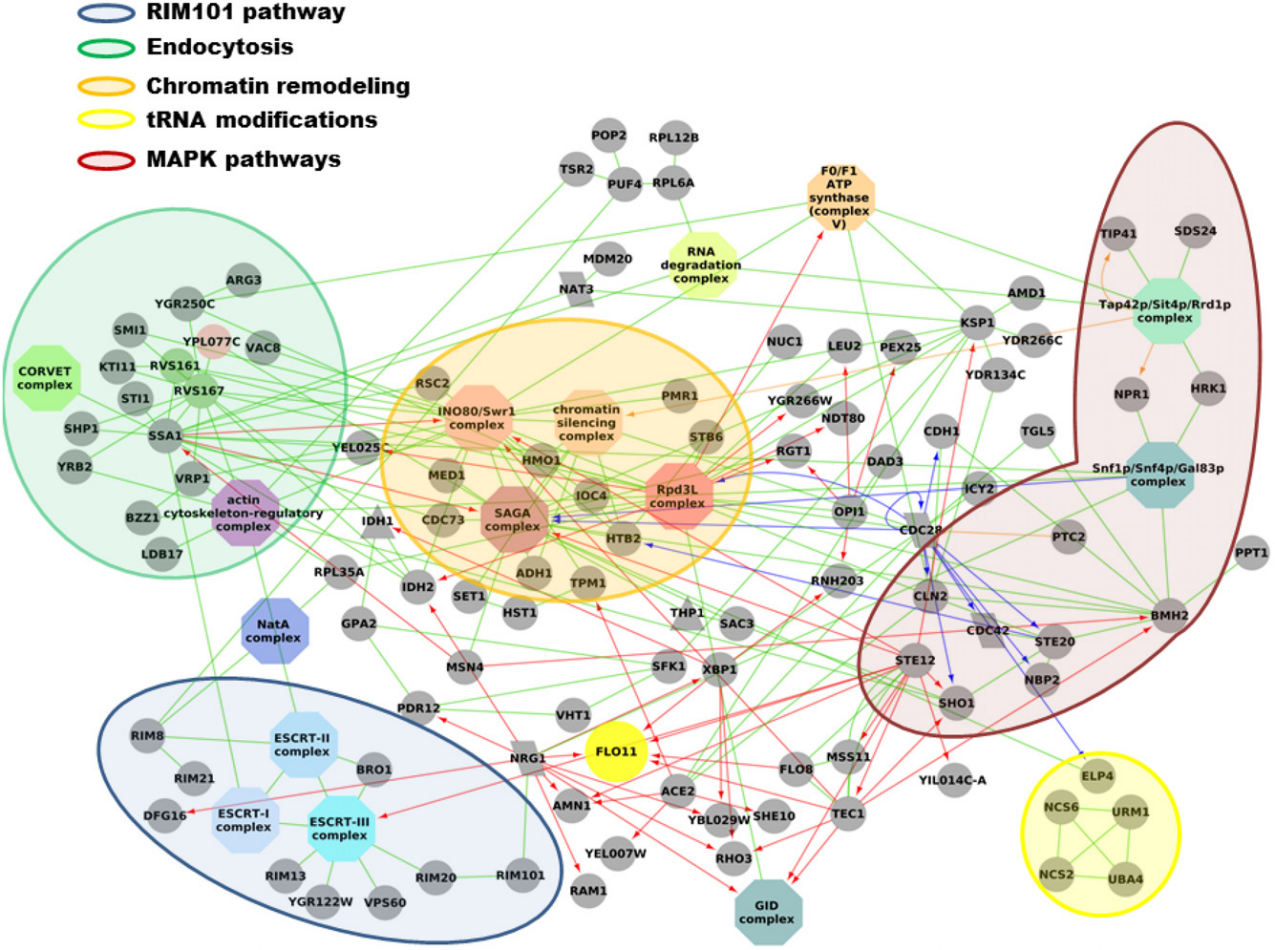
Physical interaction network visualization of genes involved in colony morphology. Genes with mutations resulting in altered colony morphology are mapped onto a physical interaction network as round nodes. To improve clarity, protein complexes containing more than 2 genes are visualized as single coloured octagonal nodes. Small protein complexes containing genes associated with colony morphology are complemented with their corresponding gene members which were not directly associated with altered colony morphology, these are visualized as a parallelogram if the mutation of this gene is lethal, or as a triangle if the mutation resulted in decreased fitness. *FLO11* is indicated as a large round yellow node. The edges between the nodes indicate physical interactions and specifically green edges indicate protein–protein interactions, blue phosphorylation interactions, orange de-phosphorylation interactions and red protein–DNA interactions. The direction if applicable for an interaction is indicated with an arrow. Genes with mutations resulting in altered colony morphology which are not connected to other smooth/semi-smooth genes or associated complexes are omitted from this figure.

Our screen shows that components of MAPK signal transduction pathways (Fig. 2, dark red shaded area, *P* < 1E-10 for filamentous growth (FG) associated MAPK pathway (Chavel *et al*., 2010) and *P* < 1E-5 for response to osmotic stress (GO:0006970)), the Snf1/Snf4/Gal83 complex and 10 other proteins play a role in the induction of colony morphology. Specifically, genes associated with the protein kinase C (PKC1), FG and high osmolarity glycerol (HOG) MAPK pathways (Gray *et al*., 1997; Posas *et al*., 1998; Vyas *et al*., 2003; Mapes and Ota, 2004; Saito and Tatebayashi, 2004; Saito, 2010), which largely overlap. In addition to these MAPK pathways, we also identify the Target Of Rapamycin (TOR) pathway as a central regulator of colony morphology. Similar to the MAPK cascades, the TOR pathway also plays a role in catabolite repression and stress response (Vinod and Venkatesh, 2008).

Interestingly, the pathway most tightly correlated to colony morphology in our screen is the *RIM101* pathway, which is thought to regulate gene expression in response to alkaline conditions (Fig. 2, blue shaded area, *P* < 1E-15 using a consensus pathway as described in Sarode *et al*., 2011), for an overview of all enrichments in genes associated with altered colony morphology see Table S3. Genes spanning the whole pathway (including *DFG16*, *RIM21*, *RIM8*, *SNF7*, *VPS20*, *VPS36*, *SNF8*, *STP22*, *BRO1*, *RIM13*, *RIM20*, *YGR122W* and *RIM101*) were associated with altered colony morphology, indicating a primary involvement of this signalling cascade in the regulation of colony morphology.

Another important set of genes identified in our screen as regulators of colony morphology are associated with epigenetic inheritance, chromatin modification and gene regulation (Fig. 2, orange shaded area, *P* < 1E-12 for genes in shaded area with GO term chromatin organization (GO:0006325) and *P* < 1E-10 for chromatin modification (GO:16568), for an overview of all enrichments in the all altered colony morphology associated genes see Table S3). First, we identified three genes of the Rpd3L complex (*ASH1*, *SDS3* and *SIN3*) as being involved in altered colony morphology, which is a chromatin modifying complex that plays a role in gene regulation through histone deacetylation (Carrozza *et al*., 2005). Second, three members of the Ino80/Swr1p complexes (*SWC7*, *IES3* and *ARP8*) were also identified as genes associated with colony morphology. The Ino80/Swr1 complex is ATP-dependent, and influences up to 20% of genes in *S. cerevisiae*, including genes involved in filamentation (Jonsson *et al*., 2004; Furukawa *et al*., 2011). Third, several members of the SAGA complex (*TAF12*, *SPT7*, *SUS1* and *ADA2*) were identified in our screen. The SAGA complex is involved in histone acetylation, stabilization of RNA Polymerase II and deubiquitination of histones (Grant *et al*., 1998; Koutelou *et al*., 2010). Lastly, our screen also identifies several other chromatin-related genes, including *SIR3*, *RSC2* (part of the RSC chromatin structure remodelling complex), *HTB2*, *IOC4* and *HMO1*.

Our screen also identified several genes that may influence colony morphology through post-transcriptional processes (Fig. 2, yellow shaded area, *P* < 1E-12 for genes in shaded area with GO terms wobble position uridine thiolation (GO:0002143), tRNA wobble uridine modification (GO:0002098) and tRNA wobble base modification (GO:0002097), for an overview of all enrichments in the altered colony morphology associated genes see Table S3). The protein products of these genes are related to protein tRNA modification and urmylation (Furukawa *et al*., 2000; Pedrioli *et al*., 2008). Strains defective in *UBA4* and *URM1* have been found to be defective in agar invasion (Goehring *et al*., 2003) and the tRNA modification has been linked to MAPK signalling (Abdullah and Cullen, 2009).

Several additional regulatory complexes were identified in our genetic screen. First, the glucose induced degradation (GID) complex through *GID8* and *VID24*. This complex plays a role in the regulation of the gluconeogenic processes through degradation of fructose 1,6-bisphosphatase (Santt *et al*., 2008). Second, the cytoplasmic ribosomal large subunit consisting of *RPL6A*, *RPL22A*, *RPL12B*, *RPL39*, *RPL34A* and *RPL35A*. Third, the ATP F1/F0 synthase complex consisting of *ATP18*, *OLI1*, *ATP8* and *ATP16*. Fourth, the acetyltransferases with the NatA complex consisting of *ARD1* and *NAT1*. Lastly, the NatC complex, consisting of *MAK10*, and the NatB complex, consisting of *MDM20* (Polevoda *et al*., 2003; Polevoda and Sherman, 2003).

Apart from a large set of genes that are involved in sensing, signalling and other regulatory processes, our screen also identified several genes involved in endocytosis (Fig. 2, green shaded area, *P* < 1E-11 for genes in shaded area with GO term membrane invagination (GO:0010324) and *P* < 1E-8 for endocytosis (GO:0006897), for an overview of all enrichments in the altered colony morphology associated genes see Table S3). *RVS161* and *RVS167* are associated with vesicle scission during endocytosis (Robertson *et al*., 2009; Youn *et al*., 2010). This complex plays a major role in membrane invagination, together with the protein complex Pan1/Sla1/End3 (the actin cytoskeleton-regulatory complex) and additional genes associated with membrane invagination, including *END3*, *VRP1*, *YRB2*, *LDB17* and *BZZ1* (Smythe and Ayscough, 2006; Toret and Drubin, 2006; Burston *et al*., 2009). Additionally, we identified that three members of the CORVET/HOPS complexes (*PEP5*, *VPS41 and VPS33*) play a role in altered colony morphology. These complexes can interconnect by dynamic subunit exchange and the HOPS complex has been found to play a role in the fusion of endosomes to vacuoles (Nakamura *et al*., 1997), while the CORVET complex plays a role in transition from endosome to lysosome (Peplowska *et al*., 2007).

Among the gene deletions that were shown to diminish colony morphology was only a small number of genes encoding enzymes or structural proteins. This short list includes *FLO11*, *TOS1* (encoding a cell wall protein of unknown function; Terashima *et al*., 2002) and *DFG16*, a probable multiple transmembrane sensor involved in haploid invasive growth (Mosch *et al*., 1999; Sarode *et al*., 2011). The lack of additional genes that encode structural proteins suggests that colony morphology only relies on a relatively small number of ‘effector’ genes that are directly involved in shaping a colony, and a larger number of regulatory genes.

To corroborate results obtained from this large-scale screen, we selected nine genes that were identified in the genome-wide screen as potential mediators of colony morphology and that represent different pathways and cellular processes involved. The selected genes are *DFG16* and *YGR122W* (components of the RIM101 pathway), *RVS161* (endocytosis), *SDS3*, *SWC7*, *RSC2* and *ARP8* (chromatin organization and remodelling), *URM1* (tRNA modification/protein urmylation) and *TOS1* (a cell wall protein of unknown function). Deletion of eight of these candidate genes phenocopied the results obtained in the genome-level screen and thus confirmed the involvement of these genes in colony morphology (Fig. S5A). For one gene, *TOS1*, independently created deletion mutants displayed variable phenotypes, with three mutants having a wrinkly and two having a semi-smooth colony morphology (the latter is the phenotype observed in screen). The reason for this is currently still unclear, but one possibility is rapid accumulation of suppressor mutations in a *tos1Δ* mutant, which could affect colony morphology.

In addition, we also investigated whether the marker gene used to create these gene deletions was linked to the observed phenotype. The disruption cassette used to delete the selected genes mentioned above consisted of a hygromycin resistance marker flanked by loxP sites, allowing excision of the marker gene by the Cre recombinase. In all nine cases, removal of the marker gene resulted in an exact phenocopy of the previously obtained deletion mutant (still containing the resistance marker), showing that the colony morphology phenotype is not linked to the marker gene used (Fig. S5B).

### *FLO11* is a major determinant of colony morphology

Since *FLO11* is one of the few downstream ‘effector’ genes that encode a protein that is directly responsible for colony morphology, and *FLO11* is downstream of a very large and complex regulatory network, we hypothesized that *FLO11* expression levels may be an important factor contributing to the diversity in colony morphologies. To investigate this possibility, we analysed the correlation between *FLO11* expression and colony morphology in a set of haploid derivatives of EM93, which is a feral diploid yeast with a pronounced colony morphology. Each haploid derivative of this heterozygous diploid feral strain shows a different colony morphology. In each of the examined haploid strains, the wrinkly phenotype correlated with the highest *FLO11* expression (one example tetrad shown in Fig. 3A). In addition, it was possible to convert a smooth haploid strain to a wrinkly strain by deleting *SFL1*, a repressor of the *FLO11* gene (Conlan and Tzamarias, 2001). Deletion of *SFL1* in this smooth strain resulted in increased *FLO11* expression and yielded wrinkly colonies that looked nearly indistinguishable from the wrinkly sister strain from the same tetrad (Fig. 3B).

**Fig. 3:**
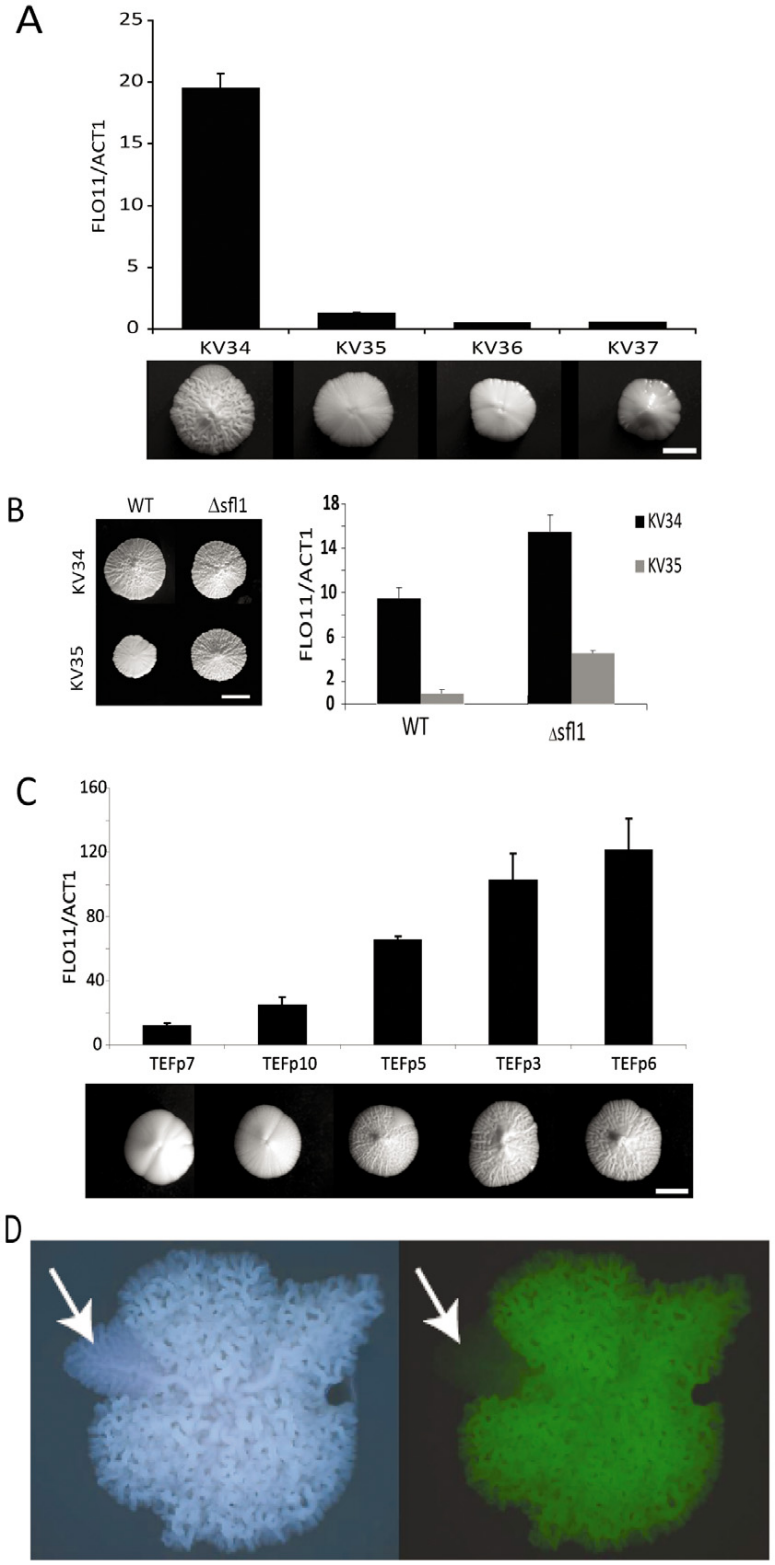
Variation of *FLO11* levels and colony morphology. A. Strains from single tetrads can also exhibit great variety in colony morphology and gene expression. Top, *FLO11* gene expression of KV34, KV35, KV36 and KV37, haploids derived from a single tetrad of EM93 diploid strain. Bottom, corresponding photos of the same strains. Both photos and gene expression levels are of colonies grown on YPS agar medium. Scale bar represents 5 mm. B. De-repressing *FLO11* expression increases wrinkliness of a smooth strain. KV34 and KV35 are sister haploid strains derived from the same tetrad of natural isolate strain EM93. KV34 is wrinkly and KV35 is smooth, and this is reflected in the levels of *FLO11* expression, with KV34 having higher levels of *FLO11*. Deletion of *SFL1*, a repressor of *FLO11* expression, raises levels of *FLO11* and makes KV35 as wrinkly as KV34. Scale bar represents 5 mm. C. Increasing *FLO11* expression correlates with increasing colony wrinkliness. Replacement of the native *FLO11* promoter by a series of constitutive promoters of increasing strength results in a series of strains with increasing wrinkliness. The TEF1prm::*FLO11* series was made in the EM93 haploid background. Scale bar represents 5 mm. D. Flo11 expression correlates with wrinkliness, but is uniform within wrinkly areas of colony. A *FLO11*–YFP construct was made that incorporated a self-cleaving viral sequence, such that simultaneous expression of Flo11 and YFP was assured without causing interference of Flo11 function. Wrinkly colonies often spawn variants or mutants with smooth morphologies, which results in smooth sectors in growing colonies (arrow in panel D). These sectors are associated with low Flo11 (low YFP) levels. However, closer inspection of wrinkly parts of colonies shows rather homogenous expression of YFP, suggesting that differential expression of *FLO11* does not account for patterned growth within a colony (bottom panel).

Second, we constructed a series of mutants wherein we replaced the native *FLO11* promoter with a series of TEF1-derived promoters (Nevoigt *et al*., 2006), that induce a range of gene expression levels, to confirm the correlation of *FLO11* expression levels with colony morphology. The resulting strains exhibited increased colony wrinkliness that correlated with increased *FLO11* expression (Fig. 3C).

In a third experiment, we investigated *FLO11* expression in spontaneous non-wrinkly isolates derived from wrinkly progenitors. Wrinkly colonies often spawn smooth sectors within wrinkly colonies. To investigate if these non-wrinkly mutants were a consequence of *FLO11* expression, we first constructed mutants carrying a *FLO11*–YFP gene fusion. However, the strains carrying the *FLO11*–YFP fusion formed smooth colonies, indicating that tagging Flo11 with a fluorescent protein results in loss of function of Flo11. We therefore generated mutants carrying a multicistronic gene fusion of the *FLO11* gene, a self-cleaving viral peptide (picornaviral 2A peptide), and a yellow fluorescent protein (YFP) (see Experimental procedures for details). In this case, the fluorescent tag is immediately cleaved off after translation, resulting in one separate YFP molecule released in the cytoplasm for every Flo11 protein produced. The resulting strain showed normal colony morphology, indicating that the strategy to preserve Flo11 function worked. Examination of these colonies by fluorescence microscopy showed that Flo11 (as deducted from YFP levels) is present throughout the colony, except in smooth sectors, which showed virtually no fluorescence (Fig. 3D).

In a fourth experiment, the effect of deletion of the nine candidate genes mentioned above on Flo11 expression was examined, using the same cleavable *FLO11*-2A-YFP construct as discussed above (see Fig. S6). For four of these genes (*DFG16*, *YGR122W*, *URM1* and the semi-smooth *tos1Δ* mutants), deletion resulted in lower Flo11 levels, suggesting that the effect of these genes deletions may be directly caused by a reduction in Flo11 levels. Genes whose deletion did not result in reduced Flo11 levels include *RVS161* (encoding a cell raft protein involved in structural organization of the cell surface) and 4 genes (*ARP8*, *SDS3*, *SWC7* and *RSC2*) involved in chromatin modification, a process known to affect *FLO11* expression. It is possible that these genes do not affect the mean *FLO11* transcription level in the colony, but rather change the epigenetic inheritance of *FLO11* expression and/or cause differential spatial expression levels in the colony, and/or interfere with Flo11 protein processing, transport or incorporation at the cell surface. Alternatively, it is also possible that these genes do not affect *FLO11*, but rather other genes involved in colony morphology.

To investigate if, apart from *FLO11*, other genes encoding structural proteins also contribute to colony morphology, we investigated the effect of overexpression of *TOS1* and *DFG16*, two genes encoding cell surface proteins that may also play a structural role in establishing colony morphology (see above). As shown in Fig. S7, colonies overexpressing *TOS1* or *DFG16* display increased wrinkliness, which is in keep with a putative structural role for these proteins. However, further research is needed to investigate the precise contribution of Tos1 and Dfg16 to colony morphology.

### A physiological role of wrinkly colony morphology?

Why do yeast cells form such pronounced, intricate morphologies when they grow on solid substrates? Is this merely a biologically irrelevant consequence of the expression of certain cell-surface proteins such as the Flo11 adhesin? Or do the wrinkles have a biological role? To answer this question, we first tested whether there was a general fitness defect in the smooth *flo11* deletion mutants, and we tested whether smooth mutants were more or less resistant to heat and desiccation. The results of these experiments did not reveal any statistically significant difference in fitness between smooth and wrinkly colonies under the conditions tested, even though there seemed to be a trend for wrinkly colonies being more resistant (data not shown).

In another approach, we hypothesized that we might be able to obtain some clues about the possible physiological relevance of wrinkly colony morphology by comparing the transcriptional response of a smooth *flo11Δ* mutant to that of a wrinkly wild-type colony. In brief, we measured the expression levels of wild-type Sigma 1278b and compared these to the expression level in a *flo11Δ* mutant by microarray. 

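RNA was hybridised to 18 Affymetrix Yeast Genome 2.0 arrays, which carry the strain names KV63, KV68, KV473 and KV2668. All 4 strains were grown as colonies on solid medium, and KV473 and KV2668 also in liquid medium, with 3 replicates per strain and medium. The deposited labels call KV63 and KV473 flo11 and KV68 and KV2668 wild type, so that each label holds 6 arrays on solid medium and 3 in liquid medium. The authors deposited log2 values from RMA, a method that corrects the background, normalizes the arrays against each other and summarizes the probes of each probe set. The value table holds 7686 probe sets, of which 6145 carry 1 gene symbol. Of these, 5469 belong to *S. cerevisiae* and 676 to *Schizosaccharomyces pombe*, a yeast also covered by the array design. On each array, the 95th percentile of the *S. pombe* probe sets, which lay between 4.34 and 4.56, was taken as the background. The 5424 *S. cerevisiae* probe sets above it on at least 3 arrays were tested with limma's lmFit and eBayes and Benjamini-Hochberg adjustment. A probe set was called changed at an adjusted p under 0.05 and an absolute log2 difference over 1, the thresholds in the paper's methods. Lists of genes were tested with limma's camera at a preset inter-gene correlation of 0.01. Each comparison on solid medium was made for KV2668 against KV473, for KV68 against KV63 and for all arrays pooled by label. Replicates of the same strain and medium correlated across probe sets at 0.993 or more, except that KV68 solid replicate 3 correlated with replicates 1 and 2 at 0.917 and 0.909. The number of arrays limits the precision of every value.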

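*FLO11* encodes the cell-surface flocculin removed in the mutant, so its RNA shows which strains carry the gene. Its RNA was abundant in KV473 and KV63 and close to background in KV2668 and KV68, the reverse of the deposited labels. Colonies of KV473, labelled flo11, had a mean *FLO11* log2 value of 12.94 ± 0.17 (SD, n = 3), and colonies of KV2668, labelled wild type, one of 5.11 ± 0.33 (SD, n = 3). In liquid medium the values were 13.24 ± 0.07 in KV473 and 5.32 ± 0.06 in KV2668 (SD, n = 3 each). Colonies of KV63, labelled flo11, gave 13.06 ± 0.10, and those of KV68, labelled wild type, 4.85 ± 0.26 (SD, n = 3 each). Across all media, the 9 arrays labelled flo11 lay between 12.76 and 13.31 and the 9 labelled wild type between 4.65 and 5.43. Groups are therefore named here by the labels of their arrays and by strain, and each difference is taken as the arrays labelled wild type minus the arrays labelled flo11. On solid medium the difference in *FLO11* was −7.83 (SE 0.13, adjusted p = 3.38e-14, limma) between KV2668 and KV473 and −8.21 (SE 0.11, adjusted p = 1.22e-11, limma) between KV68 and KV63. With all arrays it was −8.02 (SE 0.11, adjusted p = 1.68e-18) on solid medium and −7.92 (SE 0.16, adjusted p = 6.56e-16) in liquid medium. The effect differed between the media by −0.10 (SE 0.19) with all arrays and by 0.0928 with KV473 and KV2668 alone, and passed in neither. The study's supplementary table of changed genes gives estimates for wild type and *flo11* cells, of which 685 belong to probe sets in the value table. Of its wild-type estimates on solid medium, 98.4% lay closer to the mean of KV473 than to that of KV2668, and 98.8% of its *flo11* estimates lay closer to KV2668. The median absolute gap of the wild-type estimates was 0.0144 to KV473 and 0.0665 to KV63. A difference taken as the arrays labelled wild type minus those labelled flo11 thus has the sign that the table gives for *flo11* over wild type. The paper's text names none of the array strains, and its supplementary table of strains could not be read here. Its other measurements of *FLO11*, by RT-qPCR and flow cytometry, were made in other strains and do not settle which label is right.

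**Figure D1:**
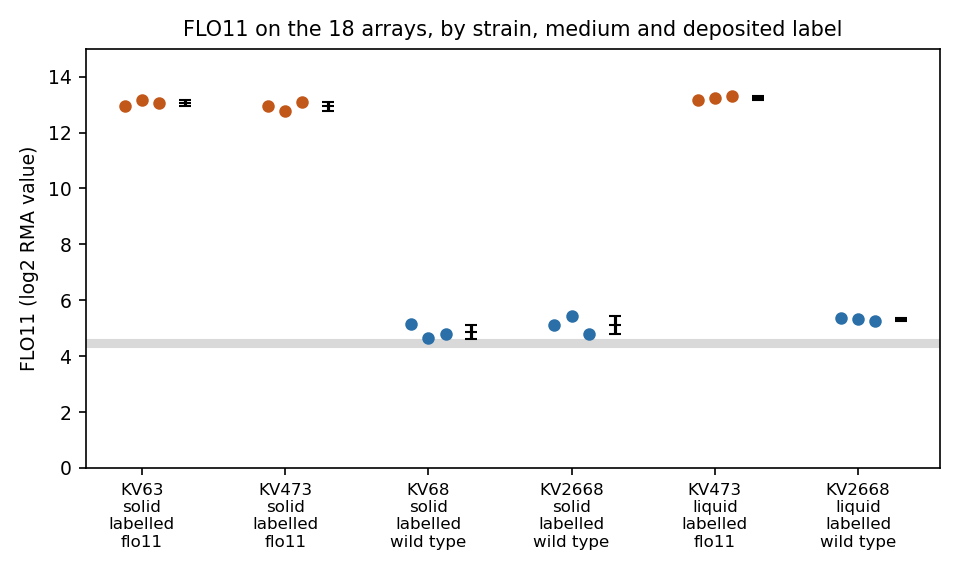
*FLO11* signal (log2 RMA value, vertical axis) on each of the 18 arrays, grouped by strain and medium, with 1 point per array. The grey band is the background range and the bars are means with SD, and all 9 arrays labelled flo11 (KV63 and KV473) lie at or above 12.76 and all 9 labelled wild type (KV68 and KV2668) at or below 5.43.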

To investigate whether some of the transcriptional response to *flo11Δ* is specifically linked to growth as a colony on a solid substrate, we also performed the same comparison between the transcriptomes of planktonic wild-type and *flo11* deletion mutants grown in liquid medium. 

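Colonies of KV2668 and KV473 differed in the RNA of mating genes, of zinc-responsive genes and of many genes on a single chromosome. Colonies of KV68 and KV63, which show the same contrast in *FLO11*, shared with them lower *FLO11*, zinc-responsive and thiamine RNAs, most of which passed only when the liquid arrays entered the fit. In KV2668, labelled wild type, 236 probe sets were higher and 97 lower than in KV473, labelled flo11 (limma). Outside the mating genes, the globin-like gene *YNL234W* was higher by 3.42 (SE 0.17, adjusted p = 3.32e-09) and *YNL146C-A*, of unknown function, by 3.38 (SE 0.06, adjusted p = 8.22e-14). *YNL194C*, a membrane protein gene needed for sporulation, was higher by 2.55 (adjusted p = 2.38e-09). The zinc transporter gene *ZRT1* differed by −3.56 (SE 0.17, adjusted p = 2.38e-09) and *YOR387C*, a gene of unknown function, by −3.55 (SE 0.17, adjusted p = 2.72e-09). *ZPS1*, which encodes a wall-anchored protein made under zinc limitation, differed by −2.49 (adjusted p = 1.51e-11), and the alcohol dehydrogenase gene *ADH4* by −2.32 (adjusted p = 2.54e-09). For *RIM4*, a regulator of meiosis, the difference was −1.94 (SE 0.10), and for the seripauperin gene *PAU5* it was −2.41 (SE 0.16). On each of these genes the 3 KV2668 arrays lay on the same side of all 3 KV473 arrays, which was part of the rule for naming them. Of all tested probe sets, 62.1% lay apart in this way. With all 12 solid arrays pooled by label, 36 probe sets were higher and 28 lower on those labelled wild type. Leaving out 1 array moved these counts to between 18 and 88 and between 20 and 54, and strain as a random block gave 13 and 14. *YOR387C* then differed by −3.38 (SE 0.18, adjusted p = 2.06e-09), *ZRT1* by −3.00 (adjusted p = 1.56e-05), *ZPS1* by −2.49 (adjusted p = 2.35e-08) and *ADH4* by −2.01 (adjusted p = 5.36e-07). *RIM4* differed by −1.64 (SE 0.17), the iron and copper reductase gene *FRE7* by −1.32 (SE 0.28) and *PGU1*, which encodes a pectin-degrading enzyme, by −1.22 (SE 0.22). Among the genes higher under that label were *YNL146C-A* at 2.24 (adjusted p = 0.00124), the membrane protein gene *RTA1* at 1.16 (adjusted p = 0.00033) and the cytidine deaminase gene *CDD1* at 1.04 (adjusted p = 0.0149). Fitted together with the 6 liquid arrays, KV68 and KV63 differed at 16 probe sets, 5 higher and 11 lower in KV68, labelled wild type. Fitted to their 6 solid arrays alone, 0 were higher (limma, 656 probe sets at an unadjusted p under 0.05) and 2 lower, *FLO11* and *YOR387C*. Leaving out single arrays of the larger fit moved the counts to between 1 and 19 higher and between 4 and 19 lower. With the replicate number as a block, 1 was higher and 7 were lower. Of the genes lower in the larger fit, *YOR387C* differed by −3.21 (adjusted p = 2.9e-05), *ZPS1* by −2.49 (adjusted p = 0.00291), *ZRT1* by −2.44 (adjusted p = 0.0144) and *RIM4* by −1.33 (adjusted p = 0.016), the last with adjusted p = 0.0563 in the blocked fit. The uncharacterized gene *YLR012C* was higher by 1.29 (adjusted p = 0.0113), with adjusted p = 0.0559 in the blocked fit. With the larger fit the strain pairs shared 10 lower probe sets, *ADH4*, *FLO11*, *PDR12*, *RIM4*, *THI2*, *THI4*, *THI73*, *YOR387C*, *ZPS1* and *ZRT1*, where independent lists of these sizes would share 0.197. Both fits hold the same 6 liquid arrays, so these lists are not independent. The pairs also shared 2 higher probe sets, *BSC5* and *YLR012C*. In the blocked fit 6 lower ones stayed shared, without *PDR12*, *RIM4*, *THI2* and *THI4*, and 0 higher ones (limma, 1236 of the pair's probe sets at an unadjusted p under 0.05). A test of the difference between the pairs called 250 probe sets. Between strains of the same label, 283 probe sets differed between KV68 and KV2668, and 0 between KV63 and KV473 (limma, 80 at an unadjusted p under 0.05).

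**Figure D2:**
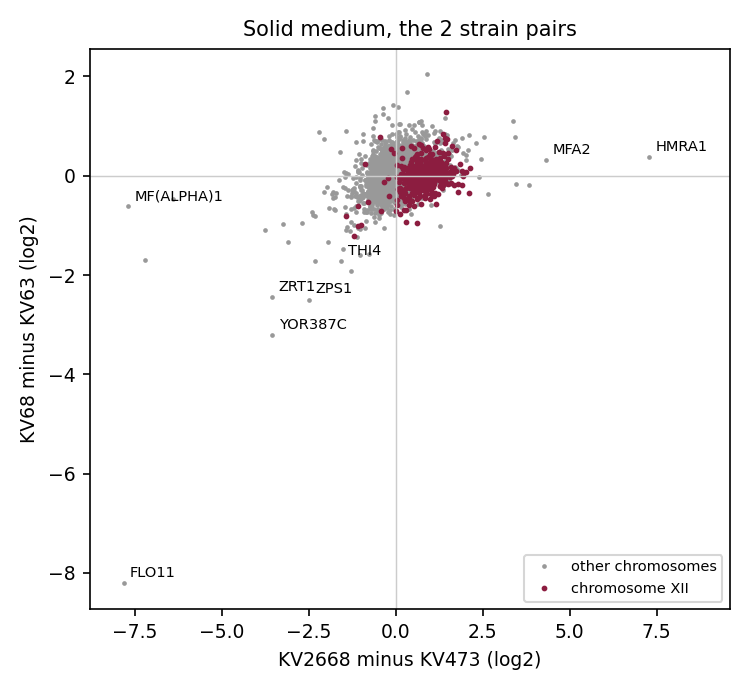
Log2 difference on solid medium for each tested probe set, KV2668 minus KV473 (horizontal axis) against KV68 minus KV63 (vertical axis), where the first strain of each pair is labelled wild type and each point is a probe set. Genes of chromosome XII, drawn in dark red, lie to the right of 0 in the first pair and around 0 in the other, while *FLO11*, *YOR387C*, *ZRT1* and *ZPS1* are below 0 in both.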

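In liquid medium, KV2668 and KV473 differed in *FLO11*, in genes of mating and in single genes such as *CHA1*, *PTR2*, *GCV2* and *CCP1*. KV2668, labelled wild type, had 225 probe sets higher and 202 lower than KV473, labelled flo11, in the fit to all arrays (limma). Of the higher ones 150 lie on chromosome XII, and with each chromosome centred 94 were higher. With strain as a random block 111 were higher. Each label was grown in liquid medium as a single strain, so label and strain cannot be told apart there. *CHA1*, which encodes a serine and threonine deaminase, was higher by 2.85 (SE 0.29, adjusted p = 1.15e-06), and *YNL146C-A*, above background on 1 of the 3 KV473 arrays, by 3.42 (SE 0.56, adjusted p = 0.00016). With values under the background set to it, the latter was higher by 3.33. The peptide transporter gene *PTR2* differed by −3.14 (SE 0.48, adjusted p = 7.11e-05) and the glycine decarboxylase gene *GCV2* by −3.08 (SE 0.19, adjusted p = 8.33e-09). The genes of mitochondrial cytochrome c peroxidase, *CCP1*, and of an assembly factor of cytochrome c oxidase, *COA2*, differed by −2.27 (SE 0.10, adjusted p = 2.8e-10) and −2.13 (SE 0.13, adjusted p = 8.33e-09). All 3 KV2668 arrays lay on the same side of all 3 KV473 arrays for each of these genes, again by the rule for naming them. In liquid medium 65.4% of all tested probe sets lay apart in this way. Fitted to the 12 arrays of these strains alone, 244 probe sets were higher and 205 lower. The fit to all arrays takes its spread also from the solid arrays, where the label wild type holds both KV68 and KV2668. A gene that differs between these strains has a larger SE in that fit, as *MFA2* has at 1.22 in liquid medium. With KV473 and KV2668 alone on solid medium its SE was 0.33. A gene that did not pass in liquid medium may have missed for this reason. The effect itself differed between solid and liquid medium at 217 probe sets with all arrays and at 388 with KV473 and KV2668 alone.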

Analysis of the differentially expressed genes (Tables S4 and S5, Fig. S8 and Fig. 4, see also http://homes.esat.kuleuven.be/~kmarchal/Supplementary_Information_DeMaeyer_2012_2013/yeastcolonymorphology/) identified clusters of differentially expressed genes involved in several physiological processes. Interestingly, large clusters of genes show altered gene expression in response to *flo11* deletion in both liquid and solid medium, including genes involved in central processes like ion homeostasis, cell–cell adhesion, sexual reproduction, the electron transport chain and oxidation-reduction. 

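The genes higher in KV2668 in both media lay mostly on chromosome XII, and many of the lower ones were genes of mating. KV2668, labelled wild type, carried RNA of the genes that only a cells transcribe, while KV473, labelled flo11, carried that of alpha cells. Some genes of iron and copper homeostasis were higher in KV2668 in both media, zinc-responsive genes were lower on solid medium, and few genes of the respiratory chain or of redox defence passed both thresholds on solid medium. In KV2668 against KV473, 79 probe sets were higher and 20 lower in both media, where independent lists would share 10.6 and 3.67. With all arrays these counts were 8 and 14, against 1.49 and 1.04, but 3 to 27 and 10 to 15 with single arrays left out and 2 and 3 with strain as a random block. KV68 against KV63 on solid medium shared with the liquid comparison only *FLO11* and *RIM4*, both lower, and 0 higher probe sets (limma, 1248 of the pair's probe sets at an unadjusted p under 0.05). With the replicate number as a block only *FLO11* was left. All 7 a-specific genes were higher in KV2668 than in KV473 on solid medium, also when adjusted over the list alone, with a median of 2.65 (camera adjusted p = 3.7e-05, adjusted p = 0.38 with an estimated correlation). *MFA2* and *MFA1*, which encode the a-factor pheromone, were higher by 4.32 (SE 0.33, adjusted p = 1.37e-07) and 3.45 (SE 0.23, adjusted p = 5.01e-08), and the alpha-factor receptor gene *STE2* by 2.65 (adjusted p = 4.01e-06). All 5 alpha-specific genes were lower, also when adjusted over the list alone, with a median of −3.77 (camera adjusted p = 1.22e-06, adjusted p = 0.0871 with an estimated correlation). The alpha-factor genes *MF(ALPHA)1* and *MF(ALPHA)2* differed by −7.70 (SE 0.15, adjusted p = 1.42e-13) and −7.20 (SE 0.13, adjusted p = 4.99e-14), and the a-factor receptor gene *STE3* by −3.23 (adjusted p = 1.65e-12). *HMRA1*, the probe set of the a1 gene of the mating locus, was higher by at least 6.23 (log2, adjusted p = 3.38e-14), a bound against the background, which none of the KV473 arrays exceeded. In liquid medium 6 a-specific genes were higher (7 when adjusted over the list alone) and 5 alpha-specific genes lower (5 when adjusted over the list alone), with *MFA2* at 5.73 (adjusted p = 0.00169) and *MF(ALPHA)1*, above background on 1 of the 3 KV2668 arrays, at −9.42 (adjusted p = 0.000556). With values under the background set to it, *MF(ALPHA)1* was lower by 9.03. These liquid calls come from the fit to all arrays, whose spread holds the difference between KV68 and KV2668. In the fit of KV473 and KV2668 alone the a-specific gene *BAR1* was higher in both media. With all solid arrays, 2 a-specific genes were higher (6 when adjusted over the list alone) and 4 alpha-specific genes lower (4 when adjusted over the list alone). *MF(ALPHA)2* then differed by −4.45 (SE 1.27) and *MFA2* by 2.32 (SE 0.86), of which the latter did not pass (adjusted p = 0.0593). Between KV68 and KV63, 0 of these 12 mating-type genes passed (limma, 0 at an unadjusted p under 0.05). The mean of the a-specific minus that of the alpha-specific genes lay between 2.35 and 2.72 on the KV2668 arrays of both media, between −5.72 and −4.34 on the 9 arrays labelled flo11, at −5.87 and −6.09 on KV68 solid replicates 1 and 2, and at 0.17 on KV68 solid replicate 3. Of 21 genes induced by pheromone, 5 were lower in KV2668 on solid medium (5 when adjusted over the list alone), among them *PRM6* at −2.07 (SE 0.14) and *FUS1* at −1.73 (SE 0.09), and 2 in liquid medium (2 when adjusted over the list alone). Of 7 flocculins and agglutinins, 1 was higher and 3 were lower in both media, also when adjusted over the list alone. These 7 include *FLO11* itself and, from the mating-type lists, *SAG1* and *AGA2*. Among 27 genes of iron and copper homeostasis, 7 were higher in KV2668 on solid medium (7 when adjusted over the list alone), 3 of them on chromosome XII, and 7 were higher and 1 was lower in liquid medium (8 and 1 when adjusted over the list alone). The list's shift passed in liquid medium (camera adjusted p = 0.00367, adjusted p = 0.367 with an estimated correlation) and on solid medium (camera adjusted p = 0.0128, adjusted p = 0.626 with an estimated correlation), where it no longer passed without chromosome XII (adjusted p = 0.0566) or with each chromosome centred (adjusted p = 0.18). The siderophore transporter gene *ENB1* was higher by 1.41 (SE 0.10, adjusted p = 7.41e-08) on solid medium, *FIT2*, which encodes a wall protein that retains siderophores, by 1.27 (SE 0.17), and the iron transporter gene *FET4* by 1.81 (SE 0.12) in liquid medium. *ENB1* was the lone gene of the list called with all solid arrays, at 1.13 (adjusted p = 0.00454). Of 12 zinc-responsive genes, 6 were lower in KV2668 on solid medium (6 when adjusted over the list alone), among them the membrane receptor gene *IZH2* at −1.81 (SE 0.12), and 4 were lower in KV68 than in KV63 with the liquid arrays in the fit (4 when adjusted over the list alone) and 0 without them (limma, 4 at an unadjusted p under 0.05, and 4 when adjusted over the list alone). In liquid medium, in the fit to all arrays, 1 was higher, *ZRT2* at 1.14 (SE 0.32), and *ZRT1* did not pass at −0.75 (adjusted p = 0.24). Of 27 subunits of the respiratory chain, only *SDH3* of succinate dehydrogenase was lower in KV2668 in both media, at −1.05 (SE 0.11) on solid and −1.49 (SE 0.21) in liquid medium. Of 19 antioxidant and thiol redox genes, 0 were called on solid medium (limma, 12 at an unadjusted p under 0.05, and 0 when adjusted over the list alone). In liquid medium 1 was higher and 2 were lower (1 and 2 when adjusted over the list alone), the peroxiredoxin gene *AHP1* at 1.38 (SE 0.25) and, besides *CCP1*, the catalase gene *CTA1* at −1.27 (SE 0.17).

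**Figure D3:**
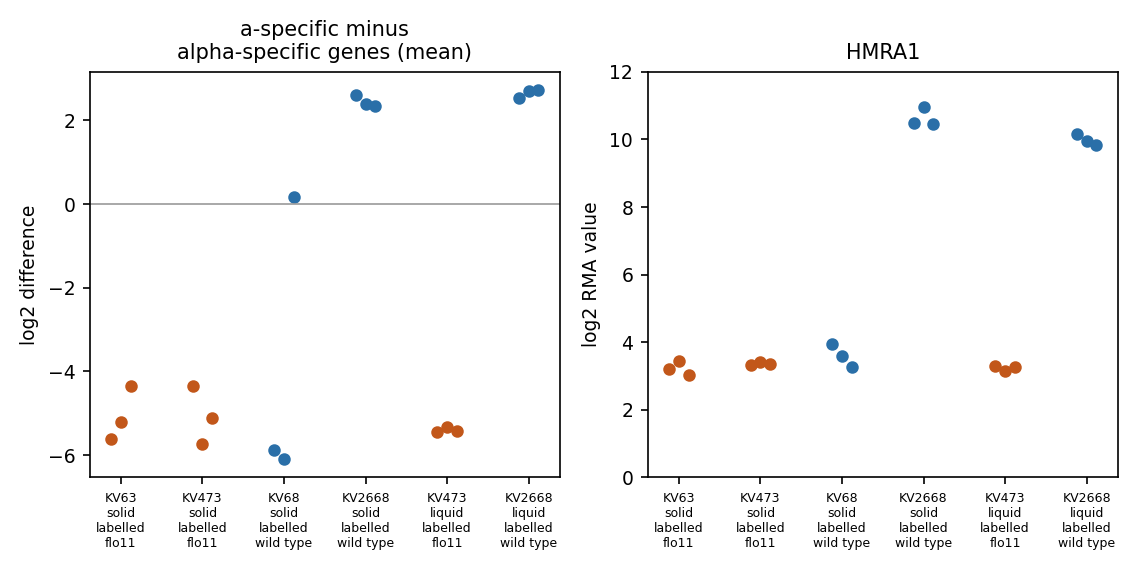
Mean log2 signal of the a-specific minus that of the alpha-specific genes (vertical axis) on each of the 18 arrays, by strain and medium, and beside it the log2 signal of *HMRA1*, with 1 point per array. KV2668 arrays lie at or above 2.35, and all others lie at or below −4.34 except KV68 solid replicate 3 at 0.17, and *HMRA1* is above background in KV2668 alone.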

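Several thiamine genes were lower in both strains labelled wild type on solid medium, and none was called in liquid medium. Several hexose transporter genes went in opposite directions in KV2668, and some genes of ribosomal RNA processing were called higher there, most of them on chromosome XII. Neither of these latter groups had a called gene in KV68 against KV63. Of 13 genes of thiamine synthesis and uptake, 4 were lower in KV2668, labelled wild type, than in KV473, labelled flo11 (4 when adjusted over the list alone), with a median of −0.68 (camera adjusted p = 0.000269, adjusted p = 0.38 with an estimated correlation). *THI4*, which encodes thiazole synthase, differed by −1.57 (SE 0.31, adjusted p = 0.000697), the activator gene *THI2* by −1.30 (SE 0.11, adjusted p = 2.76e-07), the permease gene *THI73* on chromosome XII by −1.20 (SE 0.16, adjusted p = 2.72e-05) and *THI22* by −1.09 (SE 0.09, adjusted p = 3.05e-07). KV68 against KV63, with the liquid arrays in the fit, called 3 of them (3 when adjusted over the list alone), *THI4* at −1.72 (adjusted p = 0.0236), *THI73* at −1.20 (adjusted p = 0.0169) and *THI2* at −1.10 (adjusted p = 0.0113), but *THI73* alone with the replicate number as a block (1 in limma, and 3 when adjusted over the list alone) and 0 with the solid arrays alone (limma, 5 at an unadjusted p under 0.05, and 3 when adjusted over the list alone). With all solid arrays, *THI4* differed by −1.64 (SE 0.28, adjusted p = 0.000923) and 3 genes were lower (3 when adjusted over the list alone). In liquid medium 0 of the 13 were called (limma, 4 at an unadjusted p under 0.05, and 0 when adjusted over the list alone), with a median of 0.29. The difference between the media itself passed for 5 thiamine genes with all arrays (5 when adjusted over the list alone), with a median of −0.91 (camera adjusted p = 7.18e-06, adjusted p = 0.116 with an estimated correlation). It also passed for 5 with KV473 and KV2668 alone, the strains grown in both media (5 when adjusted over the list alone). Of 21 sugar transporters and sensors, 4 were higher and 3 lower in KV2668 on solid medium (4 and 3 when adjusted over the list alone), and the list had no common direction (camera adjusted p = 0.305). The hexose transporter genes *HXT2*, *HXT4* and *HXT8* were higher by 1.89 (SE 0.21, adjusted p = 5.43e-06), 1.70 (SE 0.15, adjusted p = 4e-07) and 1.45 (SE 0.11, adjusted p = 8.38e-08), and *HXT13* differed by −1.43 (SE 0.11, adjusted p = 1.76e-07). Between KV68 and KV63, 0 of the 21 were called (limma, 8 at an unadjusted p under 0.05, and 0 when adjusted over the list alone), and with all solid arrays also 0 (limma, 12 at an unadjusted p under 0.05, and 0 when adjusted over the list alone), *HXT2* then at 0.95 (SE 0.40). In liquid medium the glycerol transporter gene *STL1* was lower, at −1.83 (SE 0.24) and *HXT11* higher, at 1.01 (SE 0.34) (1 lower and 0 higher when adjusted over the list alone). The difference between media passed for *STL1* alone with all arrays (1 when adjusted over the list alone). It passed for 3 genes higher and 2 lower with KV473 and KV2668 alone (3 and 2 when adjusted over the list alone). Of 50 nucleolar genes of rRNA processing, 12 were higher in KV2668 than in KV473 on solid medium (12 when adjusted over the list alone), with a median of 0.51 (camera adjusted p = 4.18e-12, adjusted p = 0.38 with an estimated correlation). Of these, 11 lie on chromosome XII, among them *DIP2* at 1.50 (SE 0.09), *PWP1* at 1.45 (SE 0.08) and *UTP13* at 1.42 (SE 0.09), and the other is *SPB1*. Between KV68 and KV63, 0 were called (limma, 4 at an unadjusted p under 0.05, and 0 when adjusted over the list alone), with a median of −0.03, and with all solid arrays 0 (limma, 27 at an unadjusted p under 0.05, and 0 when adjusted over the list alone), with a median of 0.25. In liquid medium 0 were called (limma, 10 at an unadjusted p under 0.05, and 0 when adjusted over the list alone). With all arrays the difference between media passed for 0 genes (limma, 13 at an unadjusted p under 0.05, and 0 when adjusted over the list alone), with a median of 0.26 (camera adjusted p = 0.000959, adjusted p = 0.679 with an estimated correlation). It passed for 4 with KV473 and KV2668 alone, all higher (4 when adjusted over the list alone), with a median of 0.61 (camera adjusted p = 2.13e-12, adjusted p = 0.459 with an estimated correlation). Of 31 splicing factors, 3 were higher in KV2668 on solid medium (3 when adjusted over the list alone), *MSL5* and *PRP19* of chromosome XII by 1.61 (SE 0.09) and 1.18 (SE 0.07), and *PRP46* by 1.01 (SE 0.10), while the list did not pass (camera adjusted p = 0.241). None passed in liquid medium (0 in limma, 6 at an unadjusted p under 0.05).

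**Figure D4:**
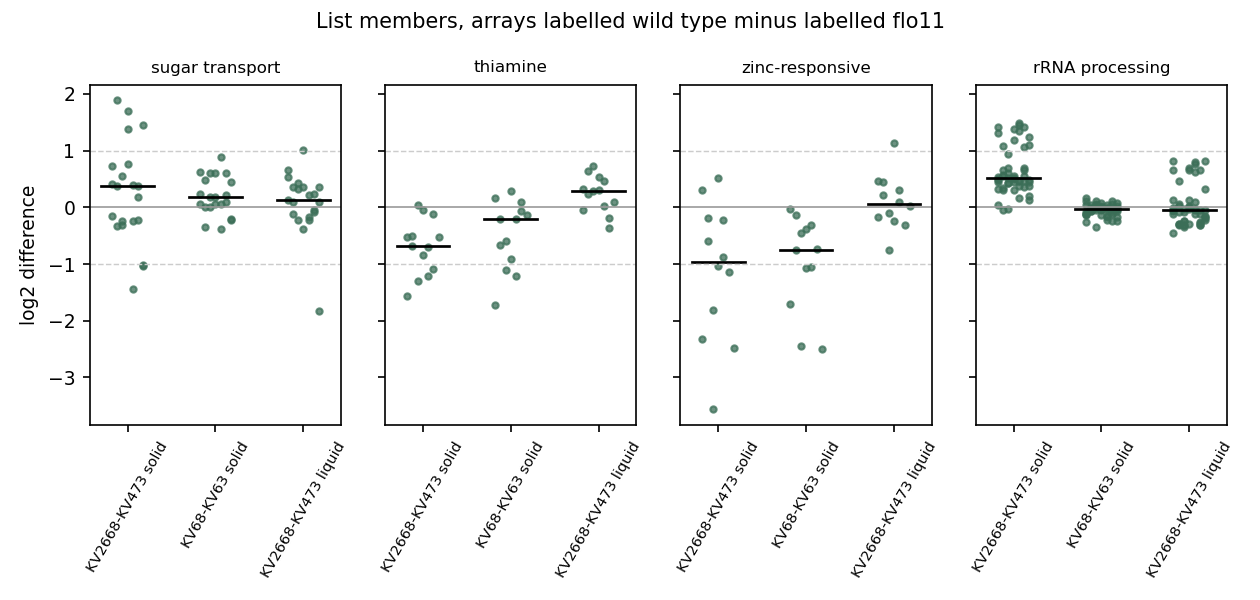
Log2 difference (vertical axis) of each member of 4 gene lists, as 1 point per gene, with the list's median as a black bar, for KV2668 minus KV473 and KV68 minus KV63 on solid medium and KV2668 minus KV473 in liquid medium, where the first strain is labelled wild type and dashed lines mark the fold threshold. The thiamine medians lie at −0.68, −0.21 and 0.29, and rRNA processing genes on solid medium lie mostly above 0 in KV2668 minus KV473 and around 0 in KV68 minus KV63.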

Three processes are differentially regulated exclusively in solid medium: carbohydrate transport, thiamine biosynthesis and RNA processing.

**Fig. 4:**
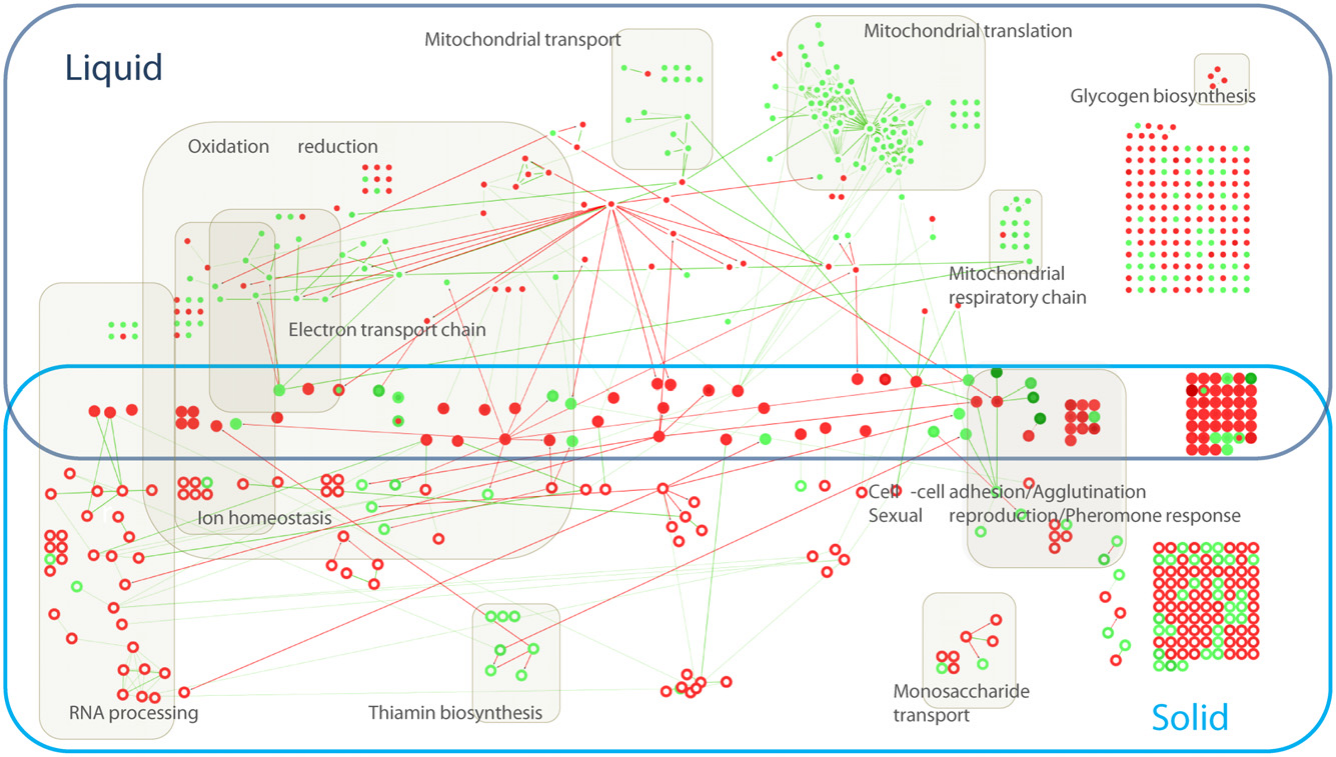
Overview of genes differentially expressed between a *flo11* deletion mutant and a wild-type strain grown on liquid and solid medium. The colour of the core of the genes indicates the differential expression of the genes in liquid, while the colour of the border indicates the differential expression on solid medium. Green indicates under-expression and red overexpression of the *flo11* mutant compared with the wild type. Overrepresented GO biological process terms were categorized and overlain onto the network as grey shaded areas. Red edges indicate protein–DNA interactions while green edges indicate protein–protein interactions.

## Discussion

Our comprehensive screen shows that colony morphology is regulated by a large number of genes that play central roles in the RIM101, MAPK, TOR and HOG signalling cascades. RIM101 is a pathway induced under alkaline conditions to regulate gene expression (Lamb *et al*., 2001; Hayashi *et al*., 2005; Castrejon *et al*., 2006). The MAPK and TOR pathways are involved in regulating growth, stress resistance and development (sporulation, filamentation) in response to nutrients and growth factors (for recent reviews, see (Madhani, 2000; Chen and Thorner, 2007; Hohmann, 2009; Loewith and Hall, 2011)). The HOG pathway is primarily a sensor of osmotic stress (Saito and Tatebayashi, 2004; Hohmann, 2009). Together, these results indicate that colony development is strongly influenced by environmental parameters, including pH, osmotic pressure and nutrient status. In concordance with this finding, one study has shown that hyper-osmotic stress inhibits the development of the fluffy colony morphology (Furukawa *et al*., 2009).

Apart from several major signalling pathways, colony morphology is also regulated by proteins involved in post-transcriptional regulation, tRNA modifications and endocytosis. Interestingly, though endocytosis and endosomes have not previously been linked to yeast colony formation, the homologues of some of the respective genes that were identified in our screen have been implicated in hyphae formation in *Candida albicans* (Sudbery, 2011), suggesting that it is an important process in morphogenic switching and adaptation to the environment. There is a clear link in our network between endocytosis and vacuolar sorting, most likely due to the fact that both processes rely on actin to perform their functions (Olave *et al*., 2002; Conner and Schmid, 2003; Smythe and Ayscough, 2006; Toret and Drubin, 2006; Zheng *et al*., 2009; Dion *et al*., 2010). One possibility is that endocytosis of the Flo11 cell surface adhesin may influence colony morphology (Vopalenska *et al*., 2010). However, the multitude of genes associated with endocytosis identified in this screen suggest a more complex influence of endocytosis on colony morphology.

Our results confirm that the Flo11 cell surface adhesin protein is a key player in colony development. We also note that the RIM101, cAMP/PKA and MAPK pathways that control colony morphology are also known to regulate *FLO11* expression (Pretorius and Bauer, 2002; van Dyk *et al*., 2005; Castrejon *et al*., 2006; Vinod *et al*., 2008; Granek and Magwene, 2010; Bruckner and Mosch, 2011; Granek *et al*., 2011). Similarly, it is known that chromatin modification is also involved in *FLO11* regulation (Halme *et al*., 2004; Barrales *et al*., 2008; Bumgarner *et al*., 2009; Octavio *et al*., 2009). Together, our results show that yeast colony morphology is controlled by a very large number of genes that are involved in different signalling pathways and biological processes, many of which are known to control *FLO11* regulation. Moreover, the results shown in Fig. 3 indicate that changes in *FLO11* expression levels generate differences in colony morphology. We believe that these observations at least partly explain the enormous differences in colony morphology that are observed between different *S. cerevisiae* strains. Analysis of Flo11 levels in different deletion mutants with a smooth colony morphology indicates that *FLO11* expression is necessary but not sufficient to establish a wrinkly phenotype. Our data suggest that also a correct spatial expression, proper Flo11 protein processing and/or other additional (still unknown) genes are important. Apart from Flo11, it is possible that other proteins also play a key role, and our results point at Dfg16 and Tos1 as possible candidates.

The remarkably large number of genes that are involved in regulating *FLO11* expression create an unusually large ‘mutational target size’ (i.e. the total number of DNA bases that, when mutated, result in changes in *FLO11* expression and regulation). In other words, different yeast strains are very likely to carry multiple mutations that affect *FLO11* regulation, and this may in turn affect their colony morphology. Hence, colony morphology could in fact be a rather useful proxy for genetic relatedness, indicating that the early microbiology pioneers may have had good reasons to use this criterion to distinguish between strains, isolates and mutants.

It is reassuring to see that our screen confirms some previous observations. Most notably, genes of the RIM101, cAMP and MAPK pathways have been associated with altered colony morphology (both in *S*. *cerevisiae* and *C*. *albicans*), even though these previous studies did not provide a comprehensive screen of all genes involved in colony development (Su and Mitchell, 1993; Mosch and Fink, 1997; Lamb and Mitchell, 2003; Bharucha *et al*., 2008; Jin *et al*., 2008; Granek and Magwene, 2010; Noble *et al*., 2010; Xu *et al*., 2010; Granek *et al*., 2011). It is also striking that many of the genes and pathways that control colony morphology have previously been implicated in the regulation of adhesion, mat formation, and invasive and filamentous growth (see for example Madhani, 2000; Gagiano *et al*., 2002; Verstrepen and Klis, 2006; Barrales *et al*., 2008; Reynolds *et al*., 2008; Verstrepen and Fink, 2009; Bruckner and Mosch, 2011). This suggests that all these phenomena are at least interconnected, or may even be different sides of the same physiological phenomenon.

Our study yields the first comprehensive look at the genetic network underlying yeast colony development but several central questions remain. First, though our study and previous work shows the complexity of the cellular regulation of colony morphology, it is still unclear how the various pathways translate environmental clues into specific colony morphologies. Pioneering work by Palkova and co-workers indicates that colony development depends on complex gradients in nutrients and metabolites (Palkova *et al*., 1997; 2002; Kuthan *et al*., 2003; Vachova and Palkova, 2005; Palkova and Vachova, 2006; Vachova *et al*., 2009a,b; 2011; Vopalenska *et al*., 2010). A key factor in understanding how a colony develops will require integration of our knowledge on signalling pathways with a detailed study of environmental changes in three-dimensional gradients during colony development. Given that our screen identified many genes involved in endocytosis, it is tempting to speculate that endocytosis plays a central role in colony development. Endocytosis has already been implicated to play a role in the polarized growth of cells in other fungi (Upadhyay and Shaw, 2008) which in turn affects colony morphology (Karunanithi *et al*., 2010). Clearly, further research is needed to link environmental cues to cellular changes, and to link these cellular changes to colony development.

A second series of unanswered questions revolves around the biological role of colony morphology. It is tempting to speculate that the intricate hub-and-spokes patterns may help to carry water and nutrients from the substrate through the colony, and that the wrinkled surface of a colony may help to increase the surface area for gas exchange. Whereas our transcriptome study indicated that disruption of the wrinkly pattern (by deletion of *FLO11*) does result in extensive transcriptional reprogramming, it is difficult to pinpoint specific physiological processes. 

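The spread of the changes depended on the strain pair, and in KV2668 most genes of chromosome XII were raised in both media. In colonies, 333 probe sets differed between KV2668 and KV473, 64 between all arrays pooled by label and 16 between KV68 and KV63, and 427 differed in liquid medium (limma). Between KV68 and KV63, 1 was higher and 7 were lower with the replicate number as a block. Chromosome XII holds 462 of the tested probe sets, or 8.52%. Of the 236 probe sets higher in KV2668, labelled wild type, on solid medium, 138 (58.5%) lie on it, and of those higher in liquid medium 150 (66.7%). With all solid arrays it holds 10 of 36, or 27.8%. Of all its probe sets, 96.8% lay above 0 in KV2668 against KV473 on solid medium. Measured per array against the mean of the arrays labelled flo11, the median of chromosome XII was 0.80 ± 0.01 (SD, n = 3) in KV2668 colonies and 0.87 ± 0.01 (SD, n = 3) in KV2668 liquid cultures, a rise of 1.74-fold and 1.82-fold. The other 15 chromosomes had medians between −0.10 and 0.03 on the solid and between −0.06 and 0.07 on the liquid KV2668 arrays. On the KV68 arrays, labelled wild type, the median of chromosome XII lay between −0.02 and 0.02, as it did on the KV473 solid arrays, and in KV63 it was 0.01 ± 0.01 (SD, n = 3). Along the chromosome, the medians of blocks of neighbouring genes lay between 0.70 and 0.91 in KV2668 against KV473 on solid medium, between 0.76 and 0.96 in liquid medium and between −0.08 and 0.09 in KV68 against KV63. Genes of this chromosome that lay past the threshold include *MSL5*, *DIP2* and the nucleolar gene *DRS1*, the last at 1.41 (SE 0.10). Across genes, the differences of the strain pairs on solid medium correlated at 0.385 (Pearson) and 0.280 (Spearman), and at 0.439 without chromosome XII (Pearson), where genes are not independent replicates. KV68 solid replicate 3 enters these values, and no correlation without it was computed. Without it KV68 minus KV63 changed sign at 9 values of named genes, among them *MF(ALPHA)2*, from −1.69 to 0.73. None of the 9 passed both thresholds with or without that array, and the other named genes kept their sign. In its discussion the paper states that its transcriptome study indicated extensive reprogramming when *FLO11* is deleted and that single physiological processes are hard to pinpoint, and in its introduction it states that few changes were pronounced.

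**Figure D5:**
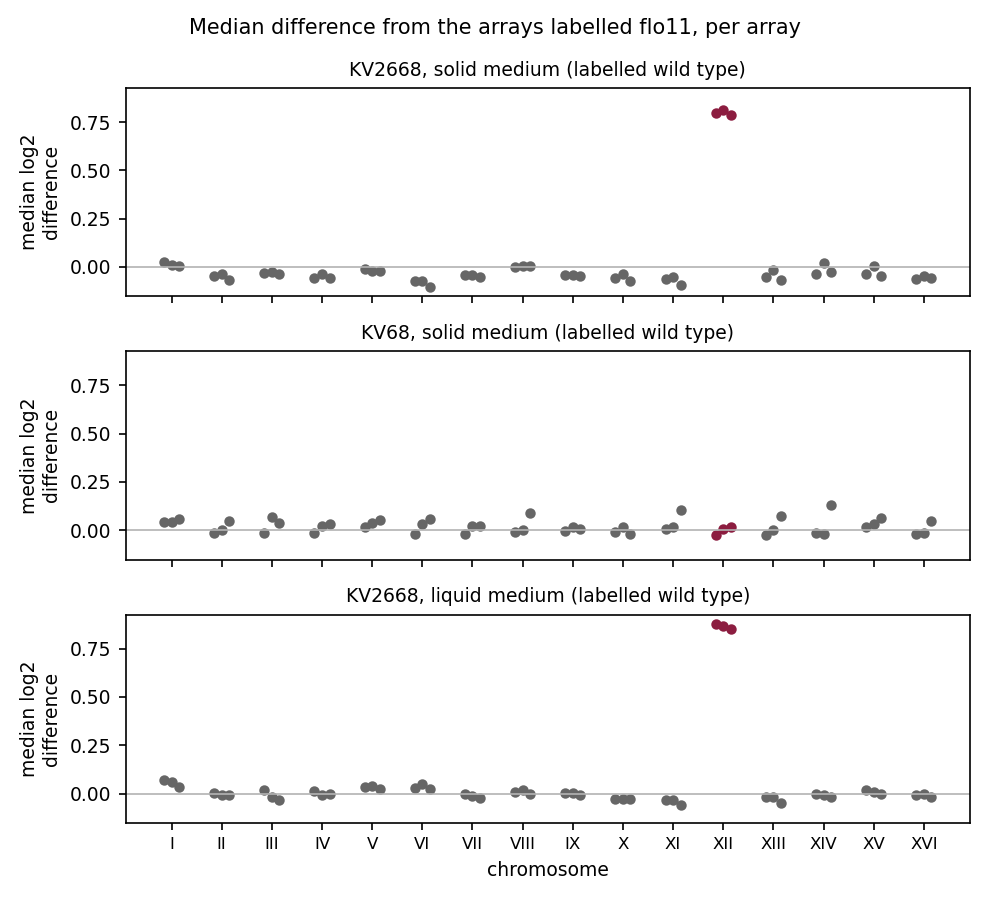
Median log2 difference of the genes of each chromosome (horizontal axis, I to XVI) from the mean of the arrays labelled flo11 of the same medium (vertical axis), with 1 point per array, for KV2668 and KV68 on solid medium and KV2668 in liquid medium, all labelled wild type. Chromosome XII, drawn in dark red, lies near 0.80 and 0.87 in KV2668 and near 0 in KV68.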

Still, changes in the expression of a large number of genes involved in respiration (mitochondria, respiratory chain, ion homeostasis and oxidation/reduction; see Fig. 4) indicate that *FLO11* expression and the wrinkly colony surface may influence the balance between respiration and fermentation. 

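Several genes of the respiratory chain and most of those of the mitochondrial ribosome were lower in KV2668 than in KV473 in liquid medium, while in colonies few passed both thresholds. Some genes of glycolysis and of glycogen storage were higher in KV2668 in liquid medium. KV2668 is labelled wild type, although KV473, labelled flo11, is the strain with *FLO11* RNA. In colonies, the respiratory chain list had a median of −0.21 in KV2668 against KV473 (camera adjusted p = 0.0167, adjusted p = 0.659 with an estimated correlation) and a single called gene, with 17 of the 27 at an unadjusted p under 0.05. *SDH1* of succinate dehydrogenase, at −0.57 (adjusted p = 4.61e-05), and the cytochrome bc1 gene *QCR2*, at −0.50 (adjusted p = 0.000232), differed without reaching the fold threshold. In KV68 against KV63, 0 of the 27 genes were called (limma, 8 at an unadjusted p under 0.05, and 0 when adjusted over the list alone), with a median of −0.13 (camera adjusted p = 0.00445, adjusted p = 0.483 with an estimated correlation). With all solid arrays the count was also 0 (limma, 13 at an unadjusted p under 0.05, and 0 when adjusted over the list alone), with a median of −0.11 (camera adjusted p = 9.51e-05, adjusted p = 0.286 with an estimated correlation). In liquid medium 8 of the 27 were lower (8 when adjusted over the list alone), with a median of −0.62 (camera adjusted p = 1.78e-12, adjusted p = 0.101 with an estimated correlation). The NADH dehydrogenase gene *NDI1* differed by −1.91 (SE 0.13, adjusted p = 1.78e-08), *SDH1* by −1.71 (SE 0.11, adjusted p = 8.33e-09) and the cytochrome bc1 gene *QCR6* by −1.35 (SE 0.09). The difference between the media passed for 5 of these genes with all arrays (5 when adjusted over the list alone), with a median of 0.51 (camera adjusted p = 6.26e-10, adjusted p = 0.116 with an estimated correlation). It also passed for 5 with KV473 and KV2668 alone (5 when adjusted over the list alone). Of 66 mitochondrial ribosomal proteins, 47 were lower in KV2668 in liquid medium (47 when adjusted over the list alone), with a median of −1.13 (camera adjusted p = 7.62e-42, adjusted p = 0.101 with an estimated correlation). Among them were *MRPS8* at −1.67 (SE 0.19) and *MRPL19* at −1.54 (SE 0.15). On solid medium 0 of them were called in KV2668 against KV473 (limma, 38 at an unadjusted p under 0.05, and 0 when adjusted over the list alone), with a median of −0.19 (camera adjusted p = 0.00304, adjusted p = 0.673 with an estimated correlation). KV68 against KV63 gave a median of −0.38 (camera adjusted p = 4.4e-20, adjusted p = 0.309 with an estimated correlation) and all solid arrays −0.27 (camera adjusted p = 3.43e-14, adjusted p = 0.286 with an estimated correlation), with 0 genes called in each (limma, 55 and 50 at an unadjusted p under 0.05, and 0 when adjusted over the list alone). KV68 solid replicate 3 lay apart from the other arrays of its label for this list. Without it the median of KV68 against KV63 was −0.23. The effect differed between media for 11 of the 66 genes with all arrays (11 when adjusted over the list alone), with a median of 0.86 (camera adjusted p = 3.55e-32, adjusted p = 0.125 with an estimated correlation). It differed for 27 with KV473 and KV2668 alone (27 when adjusted over the list alone), with a median of 0.97 (camera adjusted p = 1.12e-22, adjusted p = 0.459 with an estimated correlation). Of 14 enzymes of the citric acid cycle, 1 was lower in KV2668 colonies (1 when adjusted over the list alone), with a median of −0.41 (camera adjusted p = 0.000321, adjusted p = 0.404 with an estimated correlation). *IDH1* and *IDH2* of isocitrate dehydrogenase differed there by −0.81 (SE 0.07) and −0.75 (SE 0.06). In liquid medium 3 were lower (3 when adjusted over the list alone), with a median of −0.36 (camera adjusted p = 2.31e-06, adjusted p = 0.159 with an estimated correlation). Of 20 enzymes of glycolysis and fermentation, 1 was higher in KV2668 colonies (1 when adjusted over the list alone), the hexokinase gene *HXK2* at 1.29 (SE 0.11, adjusted p = 3.03e-07). In liquid medium 2 were higher (2 when adjusted over the list alone), the pyruvate kinase gene *CDC19* at 1.61 (SE 0.10, adjusted p = 6.75e-09) and the phosphoglycerate mutase gene *GPM1* at 1.12 (SE 0.12), with a list median of 0.56 (camera adjusted p = 2.31e-06, adjusted p = 0.256 with an estimated correlation). The effect on the list differed between media by a median of −0.52 with all arrays (camera adjusted p = 1.12e-06, adjusted p = 0.257 with an estimated correlation) and of −0.43 with KV473 and KV2668 alone (camera adjusted p = 0.00204, adjusted p = 0.584 with an estimated correlation). Of 19 genes of glycogen and trehalose metabolism, 5 were higher in KV2668 in liquid medium (5 when adjusted over the list alone), with a median of 0.58 (camera adjusted p = 4.72e-05, adjusted p = 0.162 with an estimated correlation), among them the glycogen phosphorylase gene *GPH1* at 1.37 (SE 0.16) and the phosphoglucomutase gene *PGM2* at 1.29 (SE 0.17). In colonies only *PIG2*, a gene of a glycogen synthase regulator, was called, at −1.09 (SE 0.12) (1 when adjusted over the list alone).

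**Figure D6:**
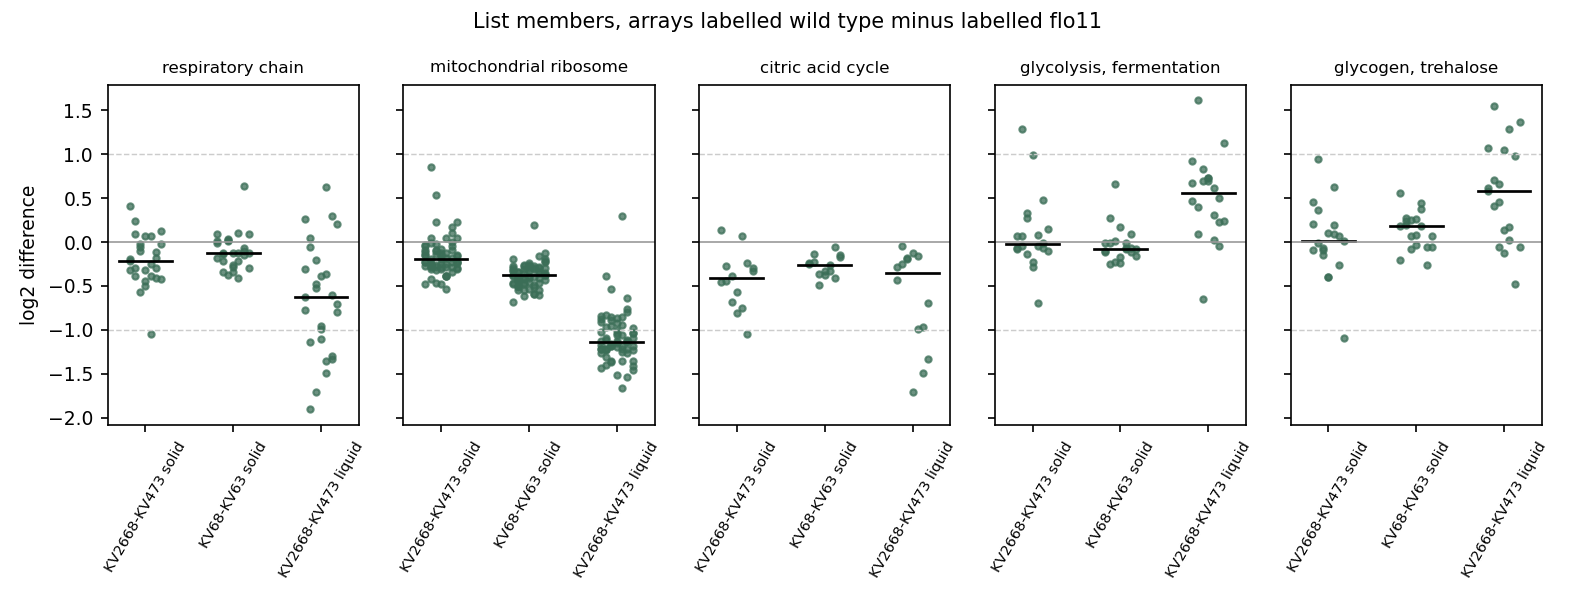
Log2 difference (vertical axis) of each member of 5 gene lists, as 1 point per gene, with the list's median as a black bar and dashed lines at the fold threshold, for KV2668 minus KV473 and KV68 minus KV63 on solid medium and KV2668 minus KV473 in liquid medium, where the first strain is labelled wild type. The mitochondrial ribosome medians lie at −0.19 and −0.38 on solid medium, the latter at −0.23 without KV68 solid replicate 3, and at −1.13 in liquid medium.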

Changes in expression of cell-surface genes involved in adhesion and agglutination indicate that cells adapt their cell surface in response to loss of *FLO11* expression. 

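Of the agglutinin genes, whose products join mating cells, *SAG1* belongs to the alpha-specific and *AGA2* to the a-specific list. *AGA1*, in neither list, was lower in KV2668 than in KV473, and a few wall-remodelling genes were higher in KV2668. Several mannoprotein genes of the seripauperin and TIR families were lower in KV2668 colonies. KV2668 is the strain labelled wild type, with *FLO11* RNA close to background. *AGA1*, which encodes the anchor of the a-agglutinin, differed by −2.37 (SE 0.11, adjusted p = 2.44e-09) in KV2668 colonies, and *SAG1*, the alpha-agglutinin gene, by −3.77 (SE 0.07, adjusted p = 4.49e-14). *AGA2*, the adhesion subunit of a-agglutinin, was higher by 3.83 (SE 0.24, adjusted p = 2.3e-08). In liquid medium *AGA1*, *SAG1* and *AGA2* differed by −1.94 (adjusted p = 0.00512), −2.57 (adjusted p = 0.0379) and 4.13 (adjusted p = 0.00639). With all solid arrays, *AGA1* differed by −1.58 (adjusted p = 0.00403) and *SAG1* by −2.43 (adjusted p = 0.0115), while *AGA2* did not pass at 1.82 (adjusted p = 0.082). Between KV68 and KV63, *AGA1* and *SAG1* did not pass at −0.79 (adjusted p = 0.143) and −1.09 (adjusted p = 0.418). The value of *SAG1* rests on KV68 solid replicate 3, without which it was 0.13, with −0.34 for *AGA1*. *FLO11* was the lone adhesin called (1 when adjusted over the list alone). The flocculin gene *FLO10* differed there by −0.34 (SE 0.11), within the fold threshold. The adhesin list had a median of −0.51 in KV2668 colonies (camera adjusted p = 0.034, adjusted p = 0.444 with an estimated correlation) and of −0.67 in liquid medium (camera adjusted p = 0.0291, adjusted p = 0.205 with an estimated correlation). This list holds *FLO11* itself and the mating-type genes *SAG1* and *AGA2*, and no version without them was tested. Its shift therefore says nothing of adhesins beyond these genes. The list did not pass a difference between media (camera adjusted p = 0.92 with all arrays and 0.623 with KV473 and KV2668 alone). All arrays called 0 genes there (limma, 1 at an unadjusted p under 0.05, and 0 when adjusted over the list alone), and these strains alone called 1, lower (1 when adjusted over the list alone). Of 31 other cell wall genes, 5 were higher in KV2668 colonies (5 when adjusted over the list alone), with a median of 0.29 (camera adjusted p = 0.00304, adjusted p = 0.404 with an estimated correlation). They include the wall sensor gene *MTL1* at 2.03 (SE 0.11, adjusted p = 7.37e-09), the daughter-cell genes *DSE1* at 1.77 (SE 0.13) and *DSE2* at 1.58 (SE 0.12), and the glucan synthase gene *FKS1* of chromosome XII at 1.12 (SE 0.12). In liquid medium 9 were higher (9 when adjusted over the list alone), with a median of 0.34 (camera adjusted p = 3.01e-05, adjusted p = 0.32 with an estimated correlation), among them the chitinase gene *CTS1* of chromosome XII at 3.00 (SE 0.51, adjusted p = 0.000207), *DSE1* at 2.84 (SE 0.42, adjusted p = 5.47e-05) and the mannoprotein gene *HPF1* at 2.74 (SE 0.25, adjusted p = 3.63e-07). With all solid arrays *MTL1* alone was called (1 when adjusted over the list alone), at 1.23 (adjusted p = 0.0134), and KV68 against KV63 called 0 (limma, 12 at an unadjusted p under 0.05, and 0 when adjusted over the list alone), with a median of −0.11 (camera adjusted p = 0.00907, adjusted p = 0.375 with an estimated correlation). Without KV68 solid replicate 3 the camera adjusted p was 0.148. The effect differed between media for 8 of these genes with all arrays, all lower (8 when adjusted over the list alone), with a median of −0.31 (camera adjusted p = 1.49e-05, adjusted p = 0.31 with an estimated correlation). With KV473 and KV2668 alone 1 was higher and 4 were lower (1 and 4 when adjusted over the list alone), with a median of −0.16 (camera adjusted p = 0.0494, adjusted p = 0.634 with an estimated correlation). Of 19 seripauperin and anaerobic mannoprotein genes, whose probe sets can be shared within the family, 1 was higher and 8 were lower in KV2668 colonies (1 and 8 when adjusted over the list alone), with a median of −0.87 (camera adjusted p = 0.000269, adjusted p = 0.492 with an estimated correlation). *TIR2* and *TIR4*, with their own probe sets, differed by −1.76 (SE 0.14) and −1.52 (SE 0.14). Between KV68 and KV63, *DAN1* and *TIR1* differed by −1.93 (SE 1.49) and −1.58 (SE 1.04) and 0 of the 19 passed (limma, 2 at an unadjusted p under 0.05, and 0 when adjusted over the list alone). The list median was −0.34 (camera adjusted p = 0.701). These negative values rest on KV68 solid replicate 3, without which *DAN1* and *TIR1* were at 0.46 and 0.0902 and the list median at 0.65 (camera adjusted p = 2.65e-06, adjusted p = 0.578 with an estimated correlation). In liquid medium, in the fit to all arrays, 2 of the 19 were higher (2 when adjusted over the list alone), and *TIR3* did not pass at 2.20 (adjusted p = 0.0711).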

We hope that the genes identified in this study will propel further research into the physiological role of yeast colony formation.

## Experimental procedures

### Media

Media used in this study consisted of 1% yeast extract, 2% peptone and 2% of either glucose or sucrose (YPD or YPS). Plates of these media were made with 2% agar for standard growth conditions, and with 0.3% agar for growth on low-agar media. YPD containing Hygromycin B (Invitrogen) (200 mg l^−1^) or G418 (Formedium) (200 mg l^−1^) were used for selection of yeast transformants. Where noted glucose or sucrose were replaced with other carbon sources, such as maltose, galactose, ethanol or glycerol, to 2% final concentration.

### Genome wide screen

All deletion mutants were pinned in triplicate on 2% YPS using a Singer Rotor (Singer Instruments, UK) and grown at 30°C for 10 days before taking pictures. Pictures were assessed and all colonies were given a code based on their morphology. This allowed us to classify the genes according to the colony morphology they confer (Table S1). Gene deletions that gave an altered colony morphology (smooth, semi-smooth, extra wrinkly, small or large) were put in a direct interaction network (Fig. 2).

### Construction of the physical interaction network

Protein–protein interactions (PPI) and phosphorylation interactions were extracted from the BioGRID database (Reguly *et al*., 2006; Stark *et al*., 2006). Transcription factor–DNA interactions were obtained from Lee *et al*. (2002), Milo *et al*. (2002) and MacIsaac *et al*. (2006). Interactions are represented by edges in the network, while molecular entities (i.e. proteins and genes) are represented by nodes. Each edge (*i*,*j*) between a node *i* and a node *j* is assigned a weight *w_ij_* that reflects the probability of interaction between node *i* and *j*.

Weights for transcription factor-DNA interactions were determined as in (Yeger-Lotem *et al*., 2009). For the assignment of weights to PPI and phosphorylation interactions, a naïve Bayesian classifier, that uses the experimental technique(s) by which an interaction was measured as predictors, was implemented. To train the classifier, both a positive interaction set, consisting of literature-curated interactions measured by low-throughput techniques (Reguly *et al*., 2006), and a negative interaction set, consisting of protein pairs whose most specific co-annotation occurs in GO terms of 1000 total annotations or more (Myers *et al*., 2005), were compiled.

Additionally, phosphorylation data were added from literature curated interactions (Fiedler *et al*., 2009) and an ad-hoc probability was assigned to these interactions. Based on the probabilities assigned to edges the network was trimmed to remove interactions with low proof (Yeger-Lotem *et al*., 2009). Protein complex data were added to the network (Pu *et al*., 2009).

### Network visualization

Network analysis and visualization were performed in Cytoscape (Smoot *et al*., 2010).

### Protein complex association

A cumulative hypergeometric probability was used to assign a *P*-value to the overrepresentation of complex members in the results of the genetic screen (Rivals *et al*., 2007). This test represents the probability that at least the same amount of protein members would be present in the screen when the same amount of genes identified in the screen were picked at random. It thus allows to identify protein complexes associated with colony morphology.

### Interactive network representation

An interactive version of the physical interaction network with the genes mapped from our genetic screen was developed using Cytoscape Web (Lopes *et al*., 2011).

### GO enrichment

GO enrichment was obtained through the BiNGO plugin (Maere *et al*., 2005) using a hypergeometric test and a Benjamini–Hochberg correction (Hochberg and Benjamini, 1990). GO annotations for *S. cerevisiae* were downloaded from the Gene Ontology (Ashburner *et al*., 2000) website (version 1.1600).

### Yeast strains

The whole genome screen was carried out using the Sigma 1278b deletion collection, a collection of 4156 strains, each of which carries a null mutation for one specific non-essential gene (Dowell *et al*., 2010). For an overview of all yeast strains used in this study see Table S6. Mutant strains were generated by amplifying the HygB cassette (pAG34) and the KANMX cassette (pUG6) from plasmids using primers (Table S7) that contained 60 bp sequence homologous to target DNA. The PCR product was then used for directed integration of the cassette and replacement of target locus. Yeast transformation was carried out using the LiAc procedure (Gietz and Woods, 2006). Transformants were verified by PCR using specific primers.

To obtain a series of mutants showing different levels of *FLO11* expression, we integrated a series of modified *TEF1* promoters (Nevoigt *et al*., 2006) directly upstream of the *FLO11* ORF. Strains overexpressing *TOS1* and *DFG16* were created by integrating a modified *TEF1* promoter (*TEF6* promoter from Nevoigt *et al*., 2006) directly upstream of the corresponding ORF.

To visualize Flo11 protein levels, we constructed a multicistronic DNA sequence encoding the *FLO11* gene, a viral self-cleaving peptide, and a gene encoding a yellow fluorescent protein (YFP). PCR transformation was used to incorporate the picornaviral 2A self-processing peptide sequence (de Felipe *et al*., 2006) at the 3′ end of the *FLO11* ORF. The 2A viral peptide sequence within the resulting *FLO11–*2A–YFP fusion allows for expression of multiple discrete proteins in equimolar quantities from a single transcript. The fusion construct thus generates a multicistronic mRNA from the *FLO11–*2A–YFP fusion, which is translated and thought to allow an intra-ribosomal cleavage event on the nascent protein to occur as the 2A peptide is exiting from the ribosome (de Felipe *et al*., 2006), and thus the two Flo11 and YFP proteins are produced separately. This method allows for a functional Flo11 protein to be expressed at the same time as the YFP so that we could monitor Flo11 expression without interfering with normal Flo11 function. Colony morphology phenotypes were retained in the *FLO11–*2A–YFP fusion constructs. Conventional fusions of YFP to *FLO11* interfered with Flo11 function, and abolished colony morphology phenotypes (data not shown).

Selected deletions (see Fig. S5) were created in the strain containing the *FLO11–*2A–YFP fusion construct. Yeast colonies grown for 5 days on solid media at 30°C were analysed by flow cytometry to quantify Flo11 expression levels.

### Growth assays

Yeast colonies were grown routinely for 5 days at 30°C unless otherwise noted. Yeast mats were grown on YPD or YPS with 0.3% agar for 14 days at room temperature. Colony morphology was assayed on YPS medium (2% agar), and colonies photographed using Nikon AZ100M with DS-R1 camera. Mat/colony area and height were measured with NIS Elements software and graphs were made in Prism with fitted curves.

### Desiccation experiments

Cells were plated from liquid YPD culture to form single colonies on a Nylon membrane (Millipore) placed on YPS solid medium and grown for 5 days at 30°C. After growth the membrane was removed and the colonies were placed in an empty Petri dish to dry for 8, 24 or 48h. To assess the number of dead cells within colonies, colonies were scraped off the plates and suspended in GM buffer (glucose 2%, Na-Hepes 10 mM, pH 7) and vortexed vigorously. Cells were stained with Live/Dead yeast viability stain (Invitrogen) with a final concentration of 20 μM and incubated for 30 min at 30°C in the dark. A Nikon TIE inverted scope equipped with a 60× oil objective, mCherry and GFP filter and a Luca R camera was used to determine the number of dead cells in biological triplicates. In all cases at least 300 cells were counted per sample per time point.

### Gene expression

Yeast colonies grown for 5 days on solid media at 30°C were harvested and frozen at −80°C in RNALater (Applied Biosystems) before processing for RNA extraction. RNA was extracted from cells by first spheroplasting the yeast cells for 1 h at 37°C using Solution A [Zymolyase, 1 mg ml^−1^ (MP Biomedicals); sorbitol, 0.9 M; EDTA pH 7.5, 0.1 M; β-mercaptoethanol, 14 mM] and subsequently using an ABI 6100 Nucleic Acid Prep Station and reagents (Applied Biosystems). Synthesis of cDNA was performed using the QuantiTect Reverse Transcription Kit (Qiagen). Real-time quantitative PCR (RT-PCR) was performed using the Power SYBR Green PCR Master Mix (Applied Biosystems). Analysis of *FLO11* transcript level was done using primers specific for *FLO11* and PCR reactions in a 25 μl volume in an Applied Biosystems StepOnePlus Real-Time OCR System and the following PCR program: 10 min at 95°C, followed by 40 cycles of 95°C for 15 s (melting), and 60°C for 1 min (annealing and extension). Expression values were normalized with levels of expression of a housekeeping gene (*ACT1*).

### Microarray

Yeast colonies were grown for 5 days on YPS at 30°C, harvested and frozen at −80°C before processing for RNA extraction. Total RNA was extracted using the hot phenol extraction method (Guthrie and Fink, 1991) and dissolved in 40 μl RNase free water. Quality control and array were performed by the VIB Micro Array Facility (http://www.microarray.be). The Affymetrix Yeast Genome 2.0 array was used for this experiment. This array contains probe sets to detect transcripts from both *S. cerevisiae* and *Schizosaccharomyces pombe*. This array includes approximately 5744 probe sets for 5841 of the 5845 genes present in *S. cerevisiae* and 5021 probe sets for all 5031 genes present in *S. pombe*. The sequence information for this array was selected by Affymetrix from the public data sources GenBankR (May 2004) and Sanger Center (June 2004) for the *S. cerevisiae* and *S. pombe* genomes respectively. These microarray data have been published in Gene Expression Omnibus under accession number GSE36151. The correlation between the RMA expression values for all samples was computed, and the intensities lower than the background signal (i.e. absent detection call) were omitted. The normalized intensity values over the different conditions were compared using the limma package (Smyth, 2004; Smyth *et al*., 2005) of the Bioconductor bioinformatics framework. For each of these contrasts, significant deviating values were selected using a moderated *t*-statistic, and additionally a Benjamini–Hochberg correction (Hochberg and Benjamini, 1990) was performed. Differentially expressed genes were selected based on the corrected *P*-values (*P* < 0.05) and a fold-change larger than 2 (log-ratio > 1) (Table S4). ClueGO (Bindea *et al*., 2009) was used to identify the biological processes, which were overrepresented in the differentially expressed genes between wild type and a *flo11* deletion mutant grown on liquid and solid media (Fig. S8). ClueGO was run as an Enrichment/Depletion (two-sided hypergeometric test) test with a Bonferroni correction for GO terms between level 3 and 8, a minimum of 8% of all genes in all groups and a kappa score threshold of 0.3. Finally, the identified GO terms were mapped onto our physical interaction network (Fig. 4).

How the deposited data were processed for this re-analysis (not part of the article)

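Colonies on solid medium and liquid cultures of *Saccharomyces cerevisiae* were measured on 18 Affymetrix Yeast Genome 2.0 arrays. The deposited labels give the strains KV63 and KV473 the genotype flo11 and KV68 and KV2668 the wild type, with 3 arrays per strain on solid medium and 3 each of KV473 and KV2668 in liquid medium. The paper grew colonies for 5 days at 30°C. The deposited protocol of the liquid arrays repeats that of the colonies, 5 days on YPS, and no other growth time for liquid medium was found in the sources used here. All arrays could be assigned to a strain, medium and replicate from their labels, and 0 columns of the value table were left unassigned.

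The authors deposited log2 values, computed with RMA over the probe sets of each array, and the version of RMA is not given in the sources used here. These log2 values were used as deposited, with no further normalization. The paper describes the array as carrying more probe sets for the 2 yeast species than the 7686 of the value table. The genes of the probe sets were taken from the platform annotation, in which 6145 have 1 gene symbol, 1 has several and 1540 have none, and 11 symbols were updated through a current gene table that was also used for chromosomes and gene order. Of the probe sets without a symbol, 80.8% had a mean below the mean background of the arrays. Among those with 1 symbol, 5469 belong to *S. cerevisiae* and 676 to *S. pombe*. Probe sets of *S. cerevisiae* were kept when they exceeded, on at least 3 arrays, the 95th percentile of the *S. pombe* probe sets of the same array, which left 5424, of which 115 may detect several genes and 462 lie on chromosome XII. For 41 genes more than 1 probe set was kept. Array data have no read depth, so the number of arrays and the signal over background limit the precision.

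Differences were estimated with lmFit and eBayes of limma 3.58.1 in R 4.3.3. All 18 arrays were fitted in 4 groups of label and medium, the design fixed before the data were examined. The spread of this fit, also used for liquid medium, takes in the differences between strains of the same label on solid medium. KV473 and KV2668 were also fitted alone, with 12 arrays, as were the KV63 and KV68 solid arrays with the 6 liquid arrays, and differences between strains or media within a strain came from 6 groups of strain and medium. The residual degrees of freedom were 14, 8, 8 and 12. P-values were adjusted by Benjamini-Hochberg over the 5424 probe sets, and a probe set was called changed at an adjusted p under 0.05 and an absolute log2 difference over 1. The numbers given are limma's adjusted p-values unless called unadjusted. Every signed value is the arrays labelled wild type minus the arrays labelled flo11, or for media, solid minus liquid.

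Lists of genes of the processes the paper names, of mating type and of strain background were fixed before the value table was read, but after the paper's supplementary table of changed genes had been read, and so were the chromosome medians. The locus name of 1 list member, *COB*, which has no probe set in the table, was removed later, with no effect on any result. They were tested with camera of limma at a preset inter-gene correlation of 0.01, with Benjamini-Hochberg adjustment over the lists and an estimated correlation as an alternative. The lists cover a-specific, alpha-specific, mating-locus, haploid-specific and pheromone-induced genes, adhesins, the respiratory chain, ATP synthase, mitochondrially encoded proteins, mitochondrial and cytosolic ribosomes, the citric acid cycle, glycolysis and fermentation, thiamine, sugar transport, rRNA processing, splicing, iron and copper, zinc, glycogen and trehalose, seripauperins and anaerobic mannoproteins, other cell wall genes, redox defence, stress, glycine and 1-carbon metabolism, meiosis and sporulation, the RIM101 pathway, regulators of *FLO11* and strain markers. Overlaps of calls are given beside the product of the list sizes divided by the number of tested probe sets. The compared lists come from fits that share arrays or an estimate of the spread. They are therefore not independent, and the product is no test.

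The genes named in the text are *FLO11*, the 4 members of a list with the largest absolute difference in the comparison spoken of, the 10 higher and 10 lower genes with the largest differences among those past the threshold whose arrays do not overlap between the labels, and every gene the paper names for this experiment. For the single strain pairs the same rule was applied after the data had been seen. Values in the paper's supplementary table were known when the rule was written. Other genes named beside a count of 5 or fewer, or inside an overlap, were chosen after their values were seen. Chromosome medians per array are given against the mean of the arrays labelled flo11 of the same medium, where the design had named the arrays labelled wild type. Genes shared by probe sets of a family were left out of the named genes. Where a named gene exceeded the background on no array of a group, its fold is a lower bound, the mean of the other group against the higher of background and signal on each array of the dim group.

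The alternatives tried were no filter and a stricter filter at the 99th percentile (5385 probe sets), centring or quantile normalization over the kept probe sets, eBayes with trend and robust options, a separate fit for each medium, strain as a random block, 6 groups, the strains KV473 and KV2668 or KV63 and KV68 alone on solid medium, the replicate number as a block, each array left out, no minimum fold change, chromosome XII left out or each chromosome centred, and an estimated inter-gene correlation. Their effect is given at the end. Arrays of the same number deviated together from their group means with correlations over 0.1 in 14 of 18 pairs on solid medium and 1 of 3 in liquid medium. For KV63 and KV68 all 3 pairs did (0.40, 0.27 and 0.52), so by this check from the data, not from the labels, the numbers pair these arrays. For KV473 and KV2668 1 solid pair stayed below (0.0843). The fitting steps were tested on simulated data for the 5424 probe sets, with 100 changed at each of the log2 sizes 1.5 and 2. For all solid arrays 98% and 100% were recovered with 0 false calls, for KV2668 against KV473 96% and 99% with 1, and for KV68 against KV63 97% and 99% with 2. The simulated noise was independent between arrays, with no difference between strains of the same label and no outlying array. These rates therefore test the fitting steps and give no error rate for the real arrays. Other software was Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9. Probe sets of *S. pombe* and those with several symbols or none were left out of the tests.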

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

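The tests of exchanged labels, of the position of the *FLO11* probe set, of the mating type of KV2668 against KV473, of the loss of *FLO11* RNA by itself, of the placement of the called rRNA processing genes and of other splits for the difference between media, for the strain pairs and for KV68 against KV63 were chosen only after the result was seen.

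*FLO11* RNA was close to background on every array labelled wild type and abundant on every array labelled flo11. A probe set outside the deleted part of the gene would read alike under both labels, but the lowest value labelled flo11 lay 7.32 above the highest labelled wild type (log2), which argues against it. Exchanged labels remain a candidate explanation, since 98.4% of the wild-type estimates in the study's table for solid medium lay closer to KV473, labelled flo11, than to KV2668. The table itself gives *FLO11* as 13.08 in wild-type and 5.02 in *flo11* cells on solid medium. For KV473 and KV2668, these values and those of the arrays argue against labels that are correct as deposited. The paper's other measures of *FLO11* come from other strains. No biological explanation was tested, as the design gives none.

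Genes of chromosome XII were raised in KV2668, labelled wild type, with medians of 0.80 on solid and 0.87 in liquid medium, a signal in genes the paper does not discuss as a group. Normalization that shifts all genes of an array is argued against by the other 15 chromosomes, whose largest absolute median on the solid KV2668 arrays was 0.102. An extra copy of chromosome XII in KV2668 may explain it, since the lowest of the 3 solid arrays was at 0.784, and it remains a hypothesis. Of the rRNA processing genes called in KV2668 against KV473 on solid medium, 91.7% lie on chromosome XII, which copy number may explain. Members on other chromosomes were also higher at the preset correlation (camera adjusted p = 1.88e-11, and adjusted p = 0.38 with the whole list and an estimated correlation). An effect of chromosome XII on genes elsewhere was not tested, so this cannot decide whether copy number is the whole cause. Loss of *FLO11* RNA by itself is argued against as the cause of the raised chromosome, as its highest median on the KV68 arrays, where that RNA is also close to background, was 0.0155, while an effect that depends on the strain stays open and was not tested.

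The a-specific genes were higher and the alpha-specific genes lower in KV2668 than in KV473, by more than in KV68 against KV63 (differences of 3.02 and −2.67 between the pairs). Opposite mating types of all strains compared would put every array labelled wild type on the a side, but 2 of them, KV68 solid replicates 1 and 2, lay on the alpha side. By the mating genes these 2 arrays lay on the side of the other label. By *FLO11* 0 did, which argues against single arrays exchanged between the labels but cannot show an exchange within a label. Values looked up later argue against an exchange of KV68 and KV2668 arrays. *HMRA1* was at least 9.84 in KV2668 and at most 3.95 elsewhere, and *HMLALPHA1* at most 4.68 and at least 9.65. KV68 solid replicate 3 lay on the KV68 side of both, at 3.26 and 9.65. Whether KV63 and KV473 arrays were exchanged stays open. For KV2668 against KV473 alone, opposite mating types may explain the difference, as the lowest *HMRA1* value in KV2668 lay 5.28 above the highest background of the KV473 arrays (log2), which their own *HMRA1* values did not exceed. Loss of *FLO11* RNA by itself is argued against by the KV68 arrays, where it is also close to background and whose median of the a-specific minus the alpha-specific genes was −5.87, on the side of the arrays labelled flo11 (replicate 3 lay at 0.17), while a response that depends on the strain stays open and was not tested.

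Some lists had an array far from the other arrays of its label on solid medium, measured as the mean log2 value of the list. For cytosolic ribosomal proteins this was KV473 solid replicate 2 at 12.7. For mitochondrial ribosomal proteins it was KV68 solid replicate 3 at 10.2, for glycolysis and fermentation the same array at 12.5, for redox defence at 12.2 and for meiosis and sporulation at 7.50. For glycogen and trehalose it was KV68 solid replicate 2 at 11.5. Of 58 groups of arrays, 6 stood out this way, 5 of them among arrays labelled wild type. Chance gives about 1 in 20 for arrays of a single population. Each group here holds 2 strains and the lists share arrays, so that rate does not apply. A deviation of an array from its own strain can also stay hidden.

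The paper's text names none of the array strains. By their median gaps, its table's estimates on solid medium lay closer to KV473 and KV2668 than to KV63 and KV68. KV68 and KV63 differed at 16 probe sets on solid medium, in the fit with the liquid arrays and without a block. With the replicate number as a block 1 was higher and 7 were lower, and with their solid arrays alone 0 and 2. The splits below used the fit without a block. With 10 splits of these arrays there are too few for a share under 0.05, and the highest of the others gave 1. Unlike the real split, that one leaves the arrays numbered 3 on the same side. The effect differed between the strain pairs at 250 probe sets, and 6 of 100 splits, the real 1 included, gave as many, up to 487. All 5 others keep the KV2668 arrays apart from those of KV473, which 8 of the 99 others do, so they carry that pair's own difference and cannot decide on chance. Of the 194 higher probe sets, 129 lie on chromosome XII. Besides the mating-type lists, the pairs differed in the medians of pheromone-induced genes by −0.29, ATP synthase by −0.19, the mitochondrial ribosome by 0.21, the cytosolic ribosome by 0.0787, rRNA processing by 0.55 and other cell wall genes by 0.45, each by camera's test of the difference between the pairs at the preset correlation. With an estimated correlation none of these lists passed, nor did the mating-type lists (adjusted p of 0.391 to 0.878).

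The effect of the label differed between solid and liquid medium at 217 probe sets by a test of the difference itself, and 9 of 100 splits, the real 1 included, gave as many, up to 534. All 8 others keep the KV2668 and KV473 liquid arrays apart, so here too the splits carry a difference between strains and cannot decide on chance. Solid medium holds 4 strains and liquid medium KV473 and KV2668 alone, so differences between strains enter this test. Growth stage, not given for the liquid cultures, cannot be told apart from the medium either. The median of chromosome XII was −0.43 in it and −0.0190 with KV473 and KV2668 alone, where 388 probe sets differed. Lists that passed this test by camera, with all arrays and with these strains alone, had with all arrays a median of −0.37 for haploid-specific genes, 0.51 for the respiratory chain, 0.86 for the mitochondrial ribosome, −0.52 for glycolysis and fermentation, −0.91 for thiamine, 0.26 for rRNA processing, −1.05 for zinc, −0.45 for glycogen and trehalose, −1.25 for seripauperins and anaerobic mannoproteins, −0.31 for other cell wall genes and 0.76 for glycine and 1-carbon metabolism. With an estimated correlation the zinc list passed with all arrays (adjusted p = 0.00482) and no longer with these strains alone (adjusted p = 0.0568), and the others passed in neither. The single genes with the largest such difference with all arrays, solid minus liquid, were *PTR2* at 3.09, *CCP1* at 2.43, *MIG2* at 2.34, *GLT1* at 2.30, *GCV2* at 2.21, *PUT1* at 2.18, *GAP1* at 2.10, *COA2* at 2.06, *PHO89* at 2.05 and *LEU1* at 1.91. In the other direction they were *YOR387C* at −3.44 (above background on 2 of 3 liquid arrays of each strain), *TIR3* at −3.37, *PLB2* at −3.28, *NRG2* at −2.62, *ZPS1* at −2.51, *CHA1* at −2.44, *YPR015C* at −2.41, *CTS1* at −2.39, *CRR1* at −2.32 and *ZRT1* at −2.25.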

How the results depend on the processing

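Alternatives for the results of single strain pairs and for the difference between the pairs were chosen after seeing the data, and those for all arrays were set before. Of 295 values of named genes, no alternative turned the sign of any that passed with or without it. The sign of values that passed in neither turned in 13 comparisons, 9 of them without KV68 solid replicate 3. With an alternative 255 comparisons lost the threshold, 75 gained it and 6875 stayed on their side. For 149 gene list results the counts were 136 lost, 69 gained, 6 reversed in camera's direction and 3924 unchanged in whether they passed, and 69 counts moved by more than 1.5 times, while 380 did not. Neither filter on dim probe sets changed a call of a named gene. Where a count moved, the cause was not tested unless the setting removes probe sets, arrays or the fold threshold. Directions are for arrays labelled wild type against those labelled flo11.

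Quantile normalization gave 5 probe sets higher in both media. Strain as a random block gave 13 higher and 14 lower on solid medium, 111 higher in liquid medium, and 2 higher and 3 lower in both. With 6 groups, 14 were higher in both media and 12 were higher in KV68 than in KV63. With KV473 and KV2668 alone on solid medium, 236 were higher and 97 lower, 79 higher in both media, and 388 differed between media. With KV63 and KV68 alone, 5 were higher and 11 lower, 0 higher and 2 lower in both, and 330 differed between media. In that setting camera's direction turned around for 4 results, with medians of −0.0302 (0.25 with all arrays) for rRNA processing on solid medium, 0.0246 (0.26, the same sign) for its difference between media, −0.11 (0.0586) for other cell wall genes and −0.0372 (0.0127) for the cytosolic ribosome on solid medium. Without a minimum fold change, 683 were higher and 629 lower on solid medium, 794 and 758 in liquid medium, 245 and 273 in both, and 991 differed between media. That setting gave 1620 higher and 1639 lower in KV2668 against KV473, 125 and 104 in KV68 against KV63, 2312 between KV68 and KV2668, 3880 and 3758 between media in KV473 and KV2668, and 1389 between the pairs. With chromosome XII left out, 73 were higher in liquid medium, 5 higher in both, 98 higher in KV2668 than in KV473, 145 different between KV68 and KV2668 and 111 between the pairs, and with each chromosome centred 94, 105, 154 and 131 for liquid medium, KV2668 against KV473, KV68 against KV2668 and the pairs. With an estimated inter-gene correlation, the KV2668 against KV473 shifts of thiamine at −0.68 and rRNA processing at 0.51 no longer passed, both at adjusted p = 0.38. A separate fit for each medium gave 0 higher (limma, 656 at an unadjusted p under 0.05) and 2 lower in KV68 against KV63.

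With the replicate number as a replicate block, 1 was higher and 7 lower in KV68 than in KV63, where same-numbered arrays deviate together. The calls of *BSC5*, *ECM12*, *PDR12*, *RIM4*, *THI2*, *THI4*, *YGR204C-A* and *YLR012C* were lost there, and of the lists that of redox defence (camera adjusted p = 0.0557). For the other comparisons the arrays share only a number, as the labels tie the numbers to no common culture or day, and not every array correlated best with an array of its own number. Over all comparisons 14 of the 295 values of named genes lost the threshold.

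Leaving out each array in turn gave 18 to 88 higher and 20 to 54 lower on solid medium, 204 to 234 higher and 181 to 235 lower in liquid medium, 3 to 27 higher and 10 to 15 lower in both, and 176 to 263 different between media. For KV2668 against KV473 it gave 211 to 256 higher and 89 to 99 lower, with medians of −0.74 to −0.60 for thiamine, 0.23 to 0.37 for sugar transport and 0.46 to 0.58 for rRNA processing. For KV68 against KV63 it gave 1 to 19 higher and 4 to 19 lower. It gave 0 to 0 between KV63 and KV473 (limma, 80 at an unadjusted p under 0.05 with all arrays), 242 to 389 between KV68 and KV2668, 891 to 1043 and 927 to 958 between media in KV473 and KV2668, and 220 to 380 between the pairs. Of these counts, the higher ones on solid medium moved to 76 without KV68 solid replicate 1, 88 without KV68 solid replicate 2, 18 without KV2668 solid replicate 2 and 22 without KV2668 solid replicate 3, and those lower to 49 and 54 without KV68 solid replicates 1 and 2. Those higher in both media moved to 22 and 27 without KV68 solid replicates 1 and 2, to 3 without any KV2668 solid replicate and to 5 without KV63 solid replicate 3. KV68 against KV63 gave 19 higher and 19 lower without KV68 solid replicate 3, 19 higher without KV68 solid replicate 2, 11 higher without KV68 solid replicate 1, 2 and 7 without KV63 solid replicate 1, 2 higher without KV63 solid replicate 2, 1 and 4 without KV63 solid replicate 3, and 3 higher without KV473 liquid replicate 2 or KV2668 liquid replicate 3. Between the pairs 380 differed without KV68 solid replicate 3. Between KV68 and KV63 the median of a-specific genes ranged from −0.58 to 0.37 and that of seripauperins and anaerobic mannoproteins from −0.9996 to 0.65, with −0.58 and 0.65 without KV68 solid replicate 3, where both passed and camera's direction turned around, though with all arrays neither passed and the medians were −0.0195 and −0.34. Signal over background limits genes such as *HMRA1*, which lay below the background outside KV2668. Chromosome XII left out gives no value for its genes.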

Differences from the paper's values

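No alternative chosen after the data were seen is used here, and the alternatives named were set before the data were examined. The paper's thresholds are an adjusted p under 0.05 and a fold change over 2, as used here, and its *flo11* over wild type has the sign of the arrays labelled wild type minus those labelled flo11. A count is called different here when one value is more than 1.5 times the other. A log2 difference is called different when the signs are opposite or the gap exceeds the larger SD of the arrays of each label, or with a single strain pair on solid medium the larger SD of its strains, which can be much smaller.

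The paper's table counts 78 genes up in both media, against 8 probe sets here with all arrays, 159 up only on solid medium, against 28, and 69 down on solid and not in liquid medium, against 14. With KV473 and KV2668 alone on solid medium the counts are 79, 157 and 77, which no longer differ by that rule. The other 31 alternatives still differ, with 0 to 245, 5 to 438 and 9 to 356. The other 3 counts lay within 1.5 times of each other, 168 in the paper and 217 here up only in liquid medium, 21 in the paper and 14 here down in both, and 198 in the paper and 188 here down in liquid and not on solid medium.

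Of 20 named genes compared on solid medium 4 differed, and of 20 in liquid medium 1. For *YNL146C-A* on solid medium the paper's value is 3.54 and the value here 2.24. The closest value, 3.38 with KV473 and KV2668 alone, still differs by the small SD of these strains. Without KV68 solid replicate 1 (2.52) or 2 (2.57) it falls within the larger SD of all arrays of a label, and it differs under the other 27 alternatives (1.10 to 3.38). For *RTA1* the paper's value is 1.72 and the value here 1.16, which no longer differs with KV473 and KV2668 alone (1.65) and differs under the other 28 (0.66 to 1.25). For *YOR387C* the paper's value is −3.88 and the value here −3.38. It no longer differs with quantile normalization (−3.75) or with KV473 and KV2668 alone (−3.55), and differs under the other 27 (−3.48 to −3.21). For *PGU1* the paper's value is −2.05 and the value here −1.22, for which the closest value, −1.76 with KV473 and KV2668 alone, still differs by the SD of these strains. With quantile normalization (−1.42) or without KV68 solid replicate 2 (−1.40) it falls within the larger SD of all arrays of a label, and it differs under the other 27 (−1.76 to −0.69). For *HMRA1* in liquid medium only a bound can be given here, as none of the KV473 arrays exceeded the background. For *YNL146C-A* in liquid medium, above background on 1 of the 3 KV473 arrays, the paper's value is 3.10 and the value here 3.42, and it differs under all 27 alternatives (2.69 to 3.47).

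Under the deposited labels the directions of the study's table are turned around for most probe sets, as KV2668 minus KV473 has the sign of its *flo11* over wild type for 99.9% of them on solid medium and KV68 minus KV63 for 71.5%. *FLO11*, which the paper removes in the mutant, is −7.83 in KV2668, labelled wild type, against KV473, labelled flo11. The paper names oxidation and reduction among the processes altered in both media, while here 0 of 19 antioxidant and thiol redox genes, a list chosen here, passed on solid medium (limma, 12 at an unadjusted p under 0.05). That list is narrower than the paper's term and does not test its statement. The dehydrogenase genes *ADH4* and *SDH3*, outside that list, were called in KV2668 colonies. The paper places carbohydrate transport among processes altered on solid medium alone, while here *STL1* and *HXT11* were also called in liquid medium, at −1.83 and 1.01. *HXT11* was not called when adjusted over the list alone, and more genes of the list were called in KV2668 colonies than in liquid medium. The paper's statement is about an enriched process, so these single genes do not argue against it. For thiamine genes the paper's statement and the values here run the same way, as 4 were called in KV2668 colonies and 0 in liquid medium (limma, 4 at an unadjusted p under 0.05).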

Other observations

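The other splits of the arrays for single strains, strain pairs and media were chosen only after the result was seen, and those for all arrays on solid and in liquid medium before.

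Colonies on solid medium and liquid cultures of the same strain differed at more probe sets than the strains did, a contrast the paper does not report. The growth stage of the liquid cultures is not given in the sources used here. Medium and growth stage therefore cannot be told apart in this contrast. In KV473, labelled flo11, 603 probe sets were higher and 361 lower on solid than in liquid medium, and in KV2668, labelled wild type, 570 and 376. Stress genes were higher in KV473 colonies in 12 of 12 cases (12 when adjusted over the list alone), with a median of 3.34 (camera adjusted p = 1.96e-12, adjusted p = 0.00525 with an estimated correlation), among them the small heat shock gene *HSP26* at 8.15 (SE 0.09) and the membrane heat shock gene *HSP30* at 7.40 (SE 0.08). Of 19 seripauperins and anaerobic mannoproteins, 18 were higher (18 when adjusted over the list alone; camera adjusted p = 8.05e-07, adjusted p = 0.428 with an estimated correlation), *DAN1*, above background on 1 of the 3 liquid arrays, by 8.82 (SE 1.26), or 8.59 with values under the background set to it. Glycogen and trehalose genes were higher in 12 of 19 cases (camera adjusted p = 5.45e-09, adjusted p = 0.0594 with an estimated correlation), *GLC3* by 3.69 (SE 0.14). Of 20 genes of glycolysis and fermentation, 11 were higher and 1 lower (camera adjusted p = 2.16e-08, adjusted p = 0.199 with an estimated correlation), *TDH1* by 4.08 (SE 0.13). Of the thiamine genes 8 were higher (camera adjusted p = 8.48e-06, adjusted p = 0.154 with an estimated correlation), *THI4* by 2.77 (SE 0.40), and of the zinc genes 8 (camera adjusted p = 0.000485, adjusted p = 0.0312 with an estimated correlation), *ZRT1* by 3.78 (SE 0.36). Of the sugar transporters 7 were higher and 2 lower (camera adjusted p = 0.000497, adjusted p = 0.0213 with an estimated correlation), the maltose transporter gene *MAL11* by 3.54 (SE 0.32) and *HXT2* lower, at −2.34 (SE 0.47). Genes of ribosome synthesis were lower in colonies, with 18 of 50 rRNA processing genes (camera adjusted p = 4.87e-10, adjusted p = 0.241 with an estimated correlation), *RRP5* at −1.36 (SE 0.13), and 13 of 128 cytosolic ribosomal proteins (camera adjusted p = 1.13e-15, adjusted p = 0.241 with an estimated correlation), *RPL18B* at −1.26 (SE 0.10). All counts of these lists stayed the same when adjusted over the list alone. In KV2668, 11 stress genes, 15 seripauperins and anaerobic mannoproteins, 2 thiamine genes and 3 zinc genes were higher in colonies.

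In KV2668 against KV473, 0 of 14 ATP synthase genes were called on solid medium (limma, 13 at an unadjusted p under 0.05, and 0 when adjusted over the list alone), with a median of −0.28 (camera adjusted p = 0.000794, adjusted p = 0.285 with an estimated correlation), and 0 in liquid medium (limma, 11 at an unadjusted p under 0.05). Of 128 cytosolic ribosomal proteins, 0 were called on solid medium (limma, 34 at an unadjusted p under 0.05, and 0 when adjusted over the list alone) and 1 in liquid medium, *RPL8A* (1 when adjusted over the list alone). Of 12 stress genes *SSA3* was higher in colonies, and *DDR48* was higher and *HSP78* lower in liquid medium (1, and 1 and 1, when adjusted over the list alone). Of 12 meiosis and sporulation genes, 2 were higher and 3 lower in colonies and 2 lower in liquid medium (the same counts when adjusted over the list alone), with *SPO11* at −1.18 (SE 0.09) in colonies. Of 13 genes of the RIM101 pathway that the paper names, 0 were called in colonies (limma, 7 at an unadjusted p under 0.05, and 0 when adjusted over the list alone), and *SNF7* and *VPS36* of chromosome XII were higher in liquid medium (2 when adjusted over the list alone). Of 21 regulators of *FLO11*, 3 were higher and 1 lower in colonies (3 and 1 when adjusted over the list alone), *MGA1* by 2.29 (SE 0.17) and *NRG2* lower, at −1.22 (SE 0.10), and 2 were higher in liquid medium (2 when adjusted over the list alone). Of 8 strain markers *MET17* was higher in colonies (1 when adjusted over the list alone), and 0 were called in liquid medium (limma, 3 at an unadjusted p under 0.05). Of 11 haploid-specific genes, *FAR1* and *STE4* were lower in colonies, and *FAR1* was lower and *NEJ1* higher in liquid medium (2, and 1 and 1, when adjusted over the list alone). Of 8 genes of glycine and 1-carbon metabolism, *GCV2* was lower in colonies and 3 were lower in liquid medium (1 and 3 when adjusted over the list alone), *GCV1* at −1.85 (SE 0.10). The 3 probe sets of the mating locus were all called in colonies, *HMRA1* higher and *HMLALPHA1* and *HMRA2* lower, and the mitochondrially encoded proteins have 0 probe sets in the table. *HMLALPHA1* was at most 4.68 on KV2668 arrays and at least 9.65 on the others.

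Of 100 splits of the 12 solid arrays, out of 462 possible, 6 gave as many changed probe sets as the 64 of the real split, the real one included, up to 103. By the share set before, chance is not excluded. The other 5 of these all keep the KV2668 arrays and KV68 solid replicate 3 on the same side. They thus carry the difference of these arrays and cannot decide on chance. With each strain kept whole, the real split gave 64 and both others 0, too few splits for a share under 0.05. In liquid medium the real split gave 427 and the highest other 0, in KV2668 against KV473 333 and 0, between KV68 and KV2668 283 and 132, between KV63 and KV473 0 and 0 (limma, 80 at an unadjusted p under 0.05), and between media 964 and 0 in KV473 and 946 and 0 in KV2668. Each of these has 10 splits, too few for a share under 0.05. For the results on the strain pairs and the media, 100 splits out of 200 possible and out of 9240 possible were drawn.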
